# The splicing regulator PTBP2 controls a program of embryonic splicing required for neuronal maturation

**DOI:** 10.7554/eLife.01201

**Published:** 2014-01-21

**Authors:** Qin Li, Sika Zheng, Areum Han, Chia-Ho Lin, Peter Stoilov, Xiang-Dong Fu, Douglas L Black

**Keywords:** alternative splicing, RNA binding protein, neuronal development, gene regulation, Mouse

## Abstract

We show that the splicing regulator PTBP2 controls a genetic program essential for neuronal maturation. Depletion of PTBP2 in developing mouse cortex leads to degeneration of these tissues over the first three postnatal weeks, a time when the normal cortex expands and develops mature circuits. Cultured *Ptbp2*^*−/−*^ neurons exhibit the same initial viability as wild type, with proper neurite outgrowth and marker expression. However, these mutant cells subsequently fail to mature and die after a week in culture. Transcriptome-wide analyses identify many exons that share a pattern of mis-regulation in the mutant brains, where isoforms normally found in adults are precociously expressed in the developing embryo. These transcripts encode proteins affecting neurite growth, pre- and post-synaptic assembly, and synaptic transmission. Our results define a new genetic regulatory program, where PTBP2 acts to temporarily repress expression of adult protein isoforms until the final maturation of the neuron.

**DOI:** http://dx.doi.org/10.7554/eLife.01201.001

## eLife digest

Cells within the developing brain undergo an extended period of maturation. A neuronal progenitor cell must first migrate to the proper place within the brain and then develop long extensions that become the axon and dendrites used by the mature neuron to communicate with other cells. Finally, the synapses that connect neurons with other neurons must be established. Multiple mechanisms are needed to ensure that all the proteins involved in this process are expressed when and where they are needed.

The production of a protein begins with a region of DNA being transcribed to produce an RNA transcript that consists of segments called exons separated by segments called introns. This transcript then undergoes a process called splicing that involves the introns being removed and the exons being joined together to form a messenger RNA molecule that can be translated into protein. Specialized RNA binding proteins regulate the splicing process, and most RNA transcripts are subject to a form of splicing called alternative splicing that allows a single gene to express more than one messenger RNA molecule and hence more than one protein product.

As neuronal progenitor cells in the brain are induced to mature into neurons, many RNA transcripts are seen to change their splicing patterns. At the same time, the level of a regulatory RNA binding protein called PTBP1 decreases and the level of a related protein called PTBP2 increases. Now Li et al. have studied mutant mice that lack PTBP2, and have found that structures of the forebrain that normally undergo extensive development after birth instead experience tissue degeneration when PTBP2 is absent. Similarly, when neurons lacking PTPB2 are grown in culture, they fail to develop correctly and die.

Li et al. also found that messenger RNAs from many genes involved in postnatal brain development—affecting processes such as the growth of axons and dendrites and the formation of synapses—exhibit defective alternative splicing in the mutant mice. Specifically, protein variants that would normally be expressed only in adult brains were being expressed much earlier.

By inhibiting the expression of adult forms of proteins until neurons have matured, PTBP2 plays an essential role in controlling the brain’s early development. Further work is now required to determine how individual changes in messenger RNA and protein structure controlled by PTBP2 might alter protein function between immature and mature neurons.

**DOI:** http://dx.doi.org/10.7554/eLife.01201.002

## Introduction

Compared to other cells, neurons undergo an unusually long period of maturation as they differentiate. In rodents, the time required for neuronal progenitors to become fully functional neurons can be many days, during which cells will exit mitosis, migrate to a proper location, grow initial neurites to be defined in their polarity, fully extend these axons and dendrites to their proper targets, and finally assemble active synaptic connections and circuits (Waites et al., 2005; Craig et al., 2006; Hamby et al., 2008; Barnes and Polleux, 2009). A wide variety of genetic mechanisms ensure that these events occur in proper sequence and induce cell death when a process is incorrect. This developmental pathway is best understood at the level of transcriptional regulation where important signaling molecules, transcription factors, and epigenetic modifications are implicated in lineage commitment, cell survival, and establishment of synaptic connections. However, many aspects of the genetic control of neuronal development are not understood.

Alternative pre-messenger RNA splicing is a common mechanism for genetic control in the nervous system, where many proteins important for neuronal differentiation and function are made in diverse isoforms through changes in splice site choice (Licatalosi and Darnell, 2006; Li et al., 2007; Norris and Calarco, 2012; Yap and Makeyev, 2013; Zheng and Black, 2013). Changes of splicing pattern are regulated by *trans-*acting RNA-binding proteins that can be expressed in a temporal- or cell-type-specific manner to enhance or silence particular splicing events (Black, 2003; Matlin et al., 2005; Chen and Manley, 2009; Kalsotra and Cooper, 2011; Braunschweig et al., 2013; Kornblihtt et al., 2013). Splicing regulators generally control large numbers of target transcripts and several have been shown to be essential for proper brain development or function (Jensen et al., 2000; Gehman et al., 2011, 2012; Yano et al., 2010; Iijima et al., 2011; Charizanis et al., 2012; Ince-Dunn et al., 2012).

At the onset of neuronal differentiation, there is a change in the expression of two polypyrimidine tract binding proteins, PTBP1 (also known as PTB or HnRNP I) and PTBP2 (also known as nPTB or brPTB) (Keppetipola et al., 2012). Early in development, PTBP2 is present at low levels in neuronal progenitor cells (NPC), but is sharply upregulated when NPCs are induced to differentiate into post-mitotic neurons (Boutz et al., 2007; Tang et al., 2011; Zheng et al., 2012). In contrast, PTBP1 is expressed at high levels in neural progenitor cells, glia, and other non-neuronal cells, but is repressed in differentiating neurons coincident with the increase in PTBP2 concentration (Polydorides et al., 2000; Boutz et al., 2007; Makeyev et al., 2007; Zheng et al., 2012). The repression of PTBP1 is mediated by the miRNA miR124 (Makeyev et al., 2007), which leads to the induction of PTBP2 expression through additional post-transcriptional mechanisms (Boutz et al., 2007; Makeyev et al., 2007; Spellman et al., 2007). SiRNA mediated depletion of PTBP1 stimulates PTBP2 expression and can be sufficient to induce neuronal differentiation of fibroblasts (Xue et al., 2013). However, the role of PTBP2 in differentiating neurons is not understood.

PTBP1 and PTBP2 are encoded by paralogous genes and are very similar in peptide sequence, especially in their four RNA recognition motifs (RRMs), giving them similar RNA-binding properties (Oberstrass et al., 2005). The best-characterized function of the two PTB proteins is in the regulation of alternative splicing patterns. PTBP1 and PTBP2 bind to CU-rich regulatory sequences within or adjacent to many alternative exons to repress or activate their splicing, or sometimes to cause intron retention (Xue et al., 2009; Llorian et al., 2010; Kafasla et al., 2012; Keppetipola et al., 2012). However the two proteins differ in their splicing regulatory activities. Some exons, such as exon 8A of the CaV1.2 calcium channel transcript (*Cacna1c*), are more strongly repressed by PTBP1 than PTBP2, whereas other exons, such as exon 18 of the PSD95 transcript (*Dlg4*), are affected by both proteins (Markovtsov et al., 2000; Tang et al., 2011; Zheng et al., 2012). Neither the mechanisms underlying the different responses of exons to the two PTB proteins, nor the roles of their partially overlapping splicing programs in neuronal development are known.

To identify roles of PTBP2 in the developing mouse brain, we used conditional gene targeting. We show that the loss of PTBP2 leads to a catastrophic failure in neuronal maturation and to the misexpression of many protein isoforms affecting neurite growth, synapse formation and synaptic transmission. We find that PTBP2 and the program of splicing it controls are critical to both embryonic and postnatal brain development.

## Results

### Loss of PTBP2 in all neurons has limited effects on brain morphology but leads to lethality at birth

PTBP2 is induced as nestin-positive neuronal progenitors exit mitosis and begin to differentiate (Boutz et al., 2007). This can be seen in the embryonic cortex and olfactory bulb where proliferating cells in the subventricular zone are stained for nestin, but more mature cells populating the outer cortical layers have lost nestin expression but gained PTBP2 immunoreactivity (Figure 1A). To investigate the function of PTBP2 in the developing brain, we generated a conditional null allele carrying loxP sites flanking exon 4 of the *Ptbp2* gene (*Ptbp2*^*loxP*^) (Figure 1B). In targeted tissues, Cre-mediated deletion of exon 4 introduces a reading frame shift to render the allele null. 

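Exon 4 of *Ptbp2* lies on chromosome 3 of the mouse genome build mm9, from position 119455862 to 119456034 on the minus strand, and the annotation lists it as coding sequence. Its sequence in the floxed allele, given in Supplementary file 9, is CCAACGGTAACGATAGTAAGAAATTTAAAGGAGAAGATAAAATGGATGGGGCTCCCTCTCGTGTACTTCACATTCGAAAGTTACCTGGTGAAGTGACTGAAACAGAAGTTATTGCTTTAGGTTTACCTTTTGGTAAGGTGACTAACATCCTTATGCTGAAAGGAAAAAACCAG, which is identical to exon 4 of the 14-exon *Ptbp2* transcript in the GENCODE annotation. In the numbering of that supplement the exon spans bases 742 to 914, between the loxP insertions at bases 199 to 309 and 1125 to 1249. The length of the exon divided by 3 leaves a remainder of 2, so joining exon 3 to exon 5 changes the reading frame. Read from the annotated start codon, the transcript with exon 4 has 532 codons. Without exon 4 it has 53 codons before a TAA stop codon, which begins at base 45 of exon 5. The RNAseq libraries show how often exon 4 was skipped in *Ptbp2* mRNA. In the E18 NesKO brain, 257 reads joined exon 3 to exon 5 and no read joined exon 4 to either neighbor, giving 100% skipping (95% Wilson interval, 98.5 to 100%). The smallest share of exon 4 inclusion that these reads could show is 1.17%, which is 3 reads of the total. In the wild-type E18 brain, 1 read skipped the exon, and the share of skipping was 0.225% (0.0398 to 1.26%). The P1 EmxKO cortex had 680 skipping reads and 82.6% skipping (79.9 to 85.1%). The P1 wild-type cortex had 604 skipping reads and 31.5% skipping (29.5 to 33.7%). Each share is the skipping reads over their sum with the mean of the reads on the 2 junctions of exon 4. The intervals cover counting error only, since PCR copies of a fragment are not independent molecules.

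**Figure D1:**
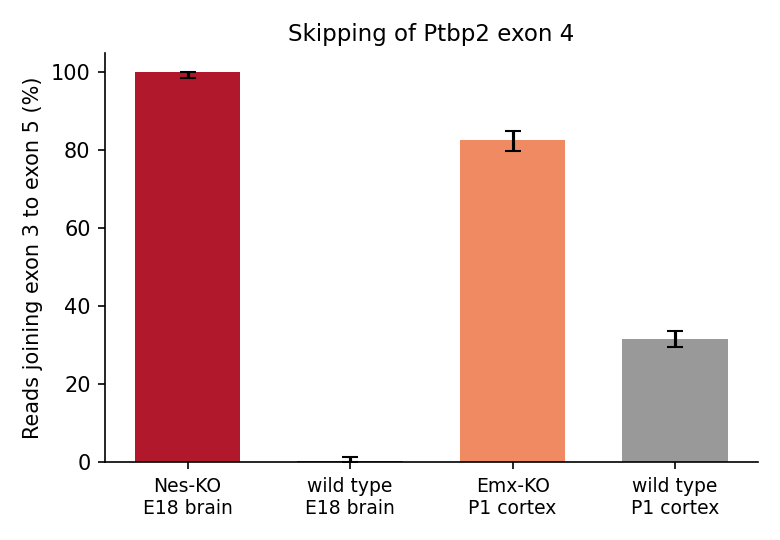
Share of reads joining exon 3 of *Ptbp2* directly to exon 5 (vertical axis, percent), for the 4 RNAseq libraries (horizontal axis). Bars give the share in 1 library each and error bars the 95% Wilson intervals; skipping is 100% in the NesKO, 0.225% in the E18 wild type, 82.6% in the EmxKO and 31.5% in the P1 wild type.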

Correct targeting in ES cells and germ line transmission were confirmed by Southern blot and PCR of genomic DNA (Figure 1C,D). A *Ptbp2* null allele (*Ptbp2*^*−*^) was generated in crosses of *Ptbp2*^*loxP/+*^ mice to a germline-active Cre transgenic line *EIIaCre* (Lakso et al., 1996). Homozygous *Ptbp2* null pups generated in subsequent crosses failed to initiate breathing and died due to apparent respiratory failure at birth (Figure 1E). Unlike their wild-type or heterozygous littermates, they do not respond to touch and appear completely paralyzed. Immunoblots of E18.5 whole brain lysates confirm the complete absence of PTBP2 in homozygous mutant mice and reduced protein in heterozygous mice compared to wild type (Figure 1F). We also do not observe a truncated PTBP2 protein arising from the mutant allele (Figure 1—figure supplement 1). This phenotype is consistent with that of another full *Ptbp2* null allele (Licatalosi et al., 2012). Since *Ptbp2* is also expressed in cardiac and skeletal muscle, defects in these tissues may contribute to the paralysis and death of the germline mutant mice.

**Figure 1.**
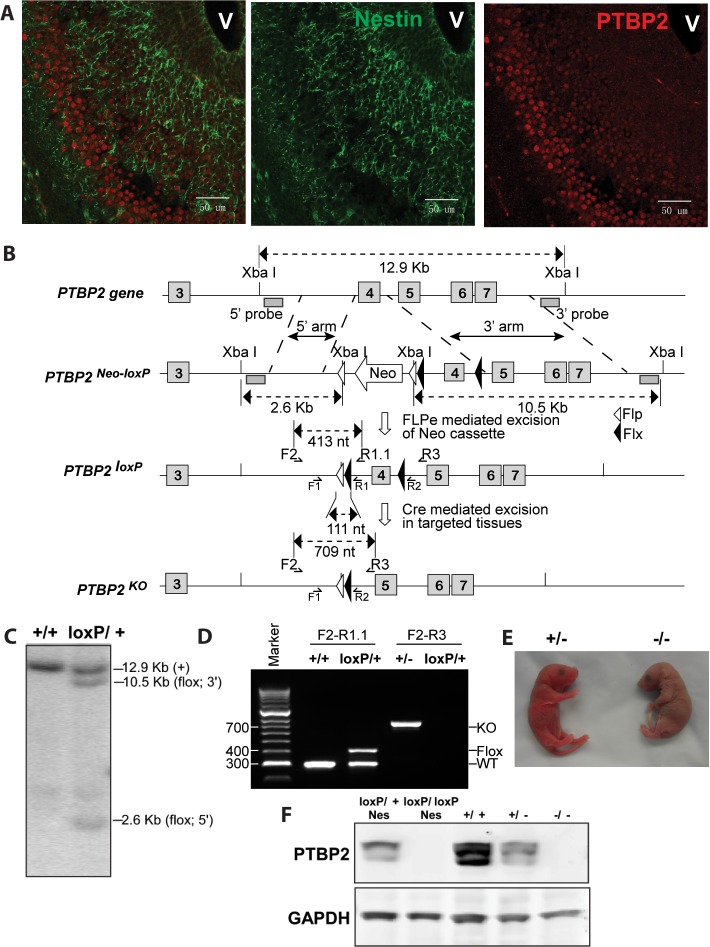
Generation and validation of the *Ptbp2* conditional mutation. (**A**) Expression of PTBP2 in maturing neurons of E15.5 brain. Nestin-positive cells (green, middle panel) of the subventricular zone express only limited PTBP2 (red, right panel), but as these cells mature and migrate to outer layers, PTBP2 is induced (Overlay panel to the left). V indicates the ventricle. (**B**) The targeting construct carrying loxP sites flanking exon 4 of *Ptbp2* was integrated into the endogenous *Ptbp2* locus by homologous recombination. The neomycin (Neo) selection cassette flanked by Frt sites was removed by crossing founder mice (*Ptbp2*^Neo-loxP/+^) with 129S4/SvJaeSor-Gt(ROSA)26Sortm1(FLP1)Dym/J mice (Jackson) carrying Flp recombinase. The resulting *Ptbp2*^loxP/+^ mice were bred to C57Bl/6 Cre transgenic strains to generate *Ptbp2*^+/−^ animals in targeted tissues (**C** and **D**). Genotypes were verified by Southern blot of genomic DNA digested with XbaI (**C**), and by PCR (**D**). (**E**) *Ptbp2* null mice display cyanosis and die immediately after birth due to respiratory failure. (**F**) Immunoblot for PTBP2 confirms that the disrupted allele eliminates expression of PTBP2. **DOI:** http://dx.doi.org/10.7554/eLife.01201.003

**Figure 1—figure supplement 1.**
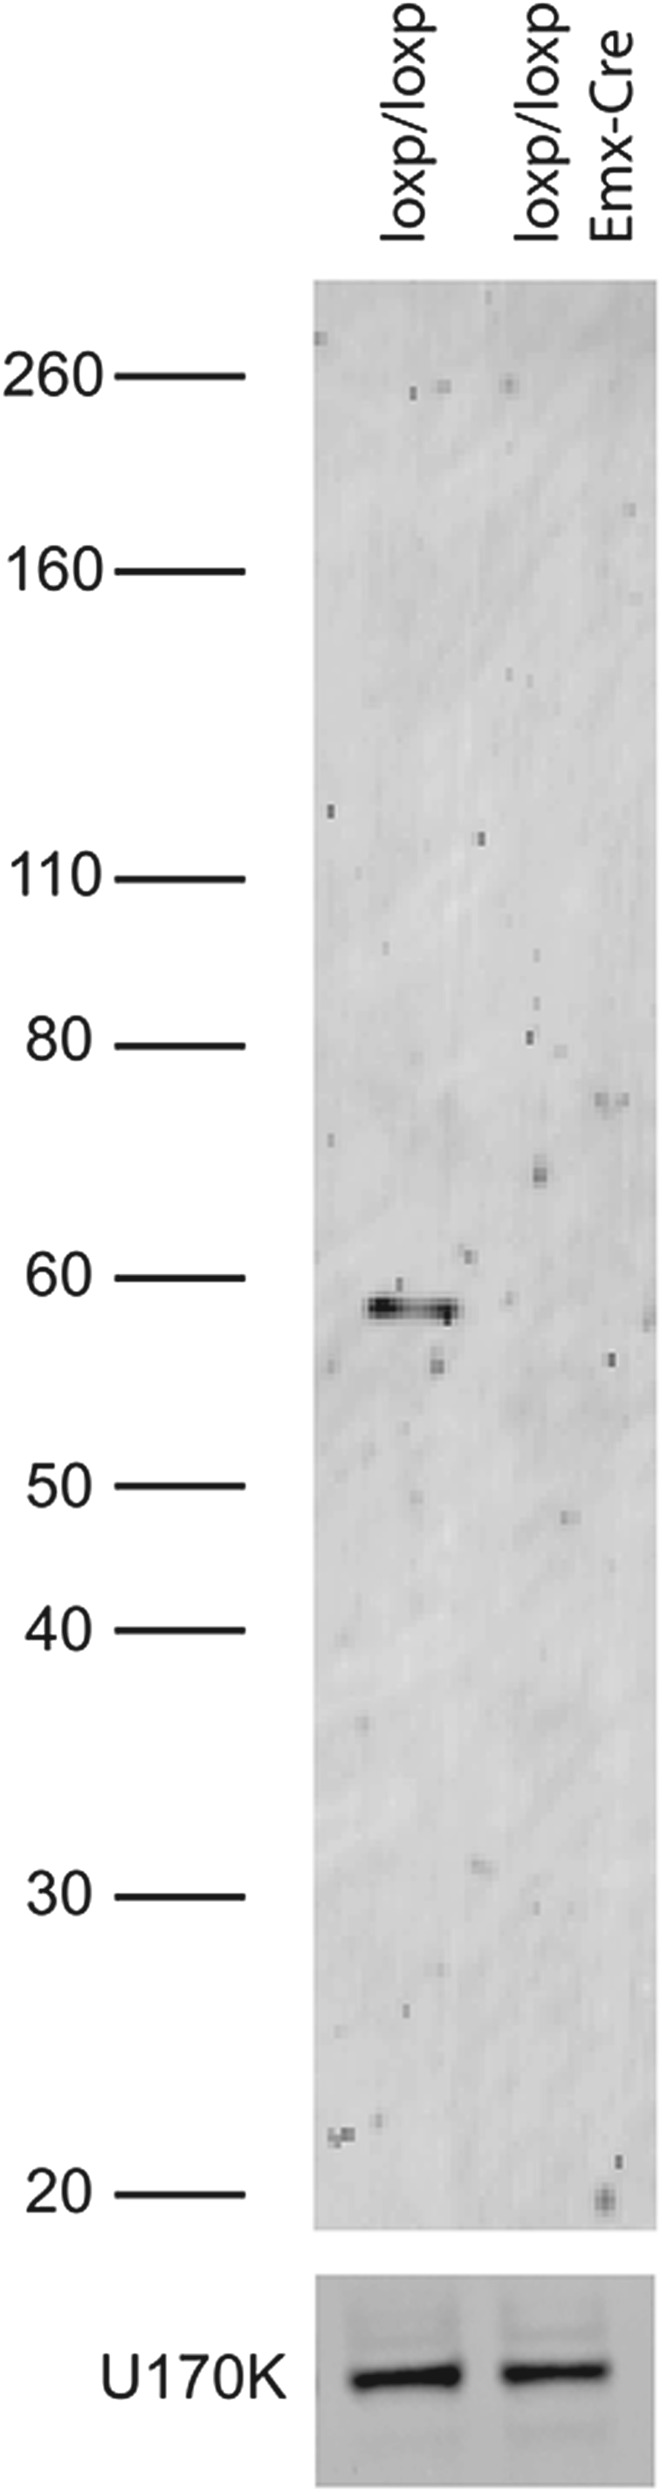
Immunoblot of PTBP2 in Emx-knockout and wild-type brain. Truncated proteins are not observed. **DOI:** http://dx.doi.org/10.7554/eLife.01201.004

To examine PTBP2 function specifically in the nervous system, *Ptbp2*^*LoxP/LoxP*^ mice were crossed to a *Nestin*-Cre transgenic line, expressing Cre in all neuronal progenitor cells, and bred to obtain homozygous *Ptbp2*^*LoxP/LoxP*^*/Nestin-Cre*^+/−^ (*Ptbp2*-NesKO) mice (Tronche et al., 1999). Unlike the full null, these pups initiated breathing, although at a lower rate than wild type and appeared cyanotic, dying within 1 hr after birth. Immunoblots of E18.5 whole brain from *Ptbp2*-NesKO pups confirmed the absence of PTBP2 protein (Figure 1F, left two lanes). Both *Ptbp2* null and *Ptbp2*-NesKO embryos were recovered at Mendelian ratios (27 out of 91, and 12 out of 50) at the late embryonic stage E18.5, suggesting that the lethality was specific to neonates.

Immunohistochemistry with PTBP2 antibody on sections of E18.5 *Ptbp2*^*LoxP/LoxP*^*/Nestin-Cre* brain showed that the vast majority of the neurons in the CNS had lost PTBP2 expression (Figure 2A), while PTBP2 expression in heart and skeletal muscle was unaffected (data not shown). Expression of *Ptbp1*, a close paralog of *Ptbp2* expressed in neural progenitor cells as well as astrocytes, ependymal cells, and other non-neuronal cell types in the brain, was not changed in the absence of PTBP2 (data not shown). This suggests that, although PTBP1 can repress PTBP2 expression in cells where PTBP1 is predominant, PTBP2 is not required to maintain PTBP1 repression in post-mitotic neurons where PTBP2 predominates. These results demonstrate that neonatal survival requires PTBP2 expression specifically in the CNS.

**Figure 2.**
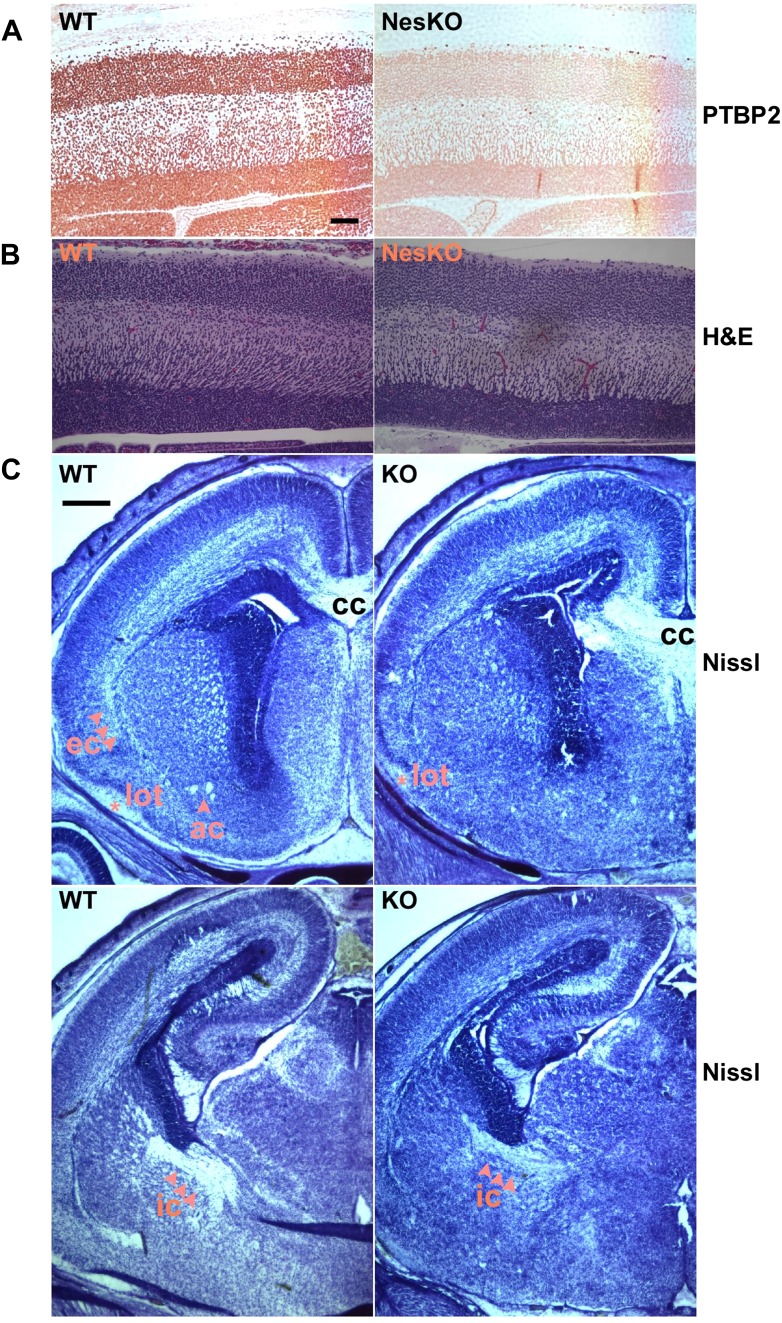
Embryonic brain development appears largely normal in the absence of PTBP2. (**A** and **B**) Sagittal sections of E18.5 cortex from control and NesKO mice. (**A**) Staining with anti-PTBP2 antibody, control cortex shows PTBP2 expression in all neuronal nuclei, whereas NesKO cortex has lost PTBP2 expression in the vast majority of neurons. (**B**) H&E staining showing that NesKO cortex has similar thickness and largely normal morphology. Scale bar = 100 μM. (**C**) Nissl stained coronal sections of E18.5 cortex of wild-type and NesKO brain at two rostral–caudal planes. In the knockout brain, several major axonal tracks including the lateral olfactory tract (lot), internal capsule (ic) and external capsule (ec) were reduced, and the anterior commisure (ac) was missing. Corpus collosum, the major axon bundle connecting the two hemispheres, was present in the knockout brain. Scale bar = 250 μM. Staining was done on at least four knockout mice and four wild-type littermate controls from two litters. **DOI:** http://dx.doi.org/10.7554/eLife.01201.005

To assess if loss of PTBP2 leads to developmental defects in the brain, we examined *Ptbp2*-null brains at late embryonic stage E18.5. When stained by Nissl or hematoxylin and eosin (H&E), mutant embryos showed largely normal morphology for major brain structures such as the neocortex, striatum, hippocampus, and thalamus (Figure 2BC). The neocortex showed normal thickness and laminar organization (Figure 2B). Immunostaining for a variety of neuronal markers, including pan-neuronal markers (Map2, TuJ1), interneuron subtype markers (calbindin and calrectinin), a marker for proliferating nuclei (phosphoHistone3), and for glial and radial glial markers (GFAP and RC2) all showed no significant differences between mutant and control littermate brains (data not shown). To assess possible defects in neuronal migration, we examined cortical layer markers (Tbr2, Brn2 and Cux1) and again did not observe any significant differences between mutant and control brains (data not shown). Notably, we did not observe ectopic subventricular mitotic cells in either the full null or the *Ptbp2*-NesKO brains. Such cells were previously reported as sporadically occurring in another full germline *Ptbp2* null mouse (Licatalosi et al., 2012). These different observations may result from different sensitivity in staining methods or differences in genetic background.

Although the grey matter of the *Ptbp2* mutant brain appears largely normal in its overall patterning and the specification of major neuronal subtypes, examination of Nissl stained coronal sections revealed some white matter defects (Figure 2C). Several major axonal tracts were either absent or significantly diminished in the *Ptbp2* mutant brain; the internal capsule, external capsule, and the lateral olfactory tract were reduced, and the anterior commissure was absent in the *Ptbp2* mutant. These major axonal tracts connect distant regions of the developing brain, such as cortex, thalamus, and the brainstem, and are essential to basic physiological functions such as respiratory control. These axonal defects may thus contribute to the neonatal lethal phenotype. However, quantification of this phenotype and linking it to neonatal death will require more extensive analysis of mice at a variety of developmental timepoints. These observations are consistent with a role for PTBP2 in axonogenesis or myelination (See Figures 3 and 4 below).

### Inactivation of *Ptbp2* in higher forebrain causes postnatal lethality and early neuronal death in culture

PTBP2 expression goes down during the first postnatal week of brain development with moderate levels maintained into adulthood. Identified PTBP2 targets such as PSD95 (*Dlg4*) show changes in splicing coincident with this postnatal depletion of PTBP2 (Zheng et al., 2012). Because of their neonatal lethal phenotype, the postnatal effects of PTBP2 loss cannot be examined in either the germline or pan-CNS null mice. To look at PTBP2 function later in development, we crossed *Ptbp2*^*loxP/loxP*^ mice with *Emx-Cre* transgenic mice, where Cre recombinase is expressed in projecting neurons of the higher forebrain, allowing selective gene disruption in the cerebral cortex, hippocampus, and olfactory bulb (Iwasato et al., 2000). In *Ptbp2*^*loxP/loxP*^*:Emx1-Cre*^+/−^ mice (*Ptbp2*-EmxKO), *Ptbp2* is highly depleted from the cerebral cortex, hippocampus, and olfactory bulb, but still expressed at high levels in other brain regions, such as cerebellum, striatum, and brain stem (Figure 3AB and data not shown).

**Figure 3.**
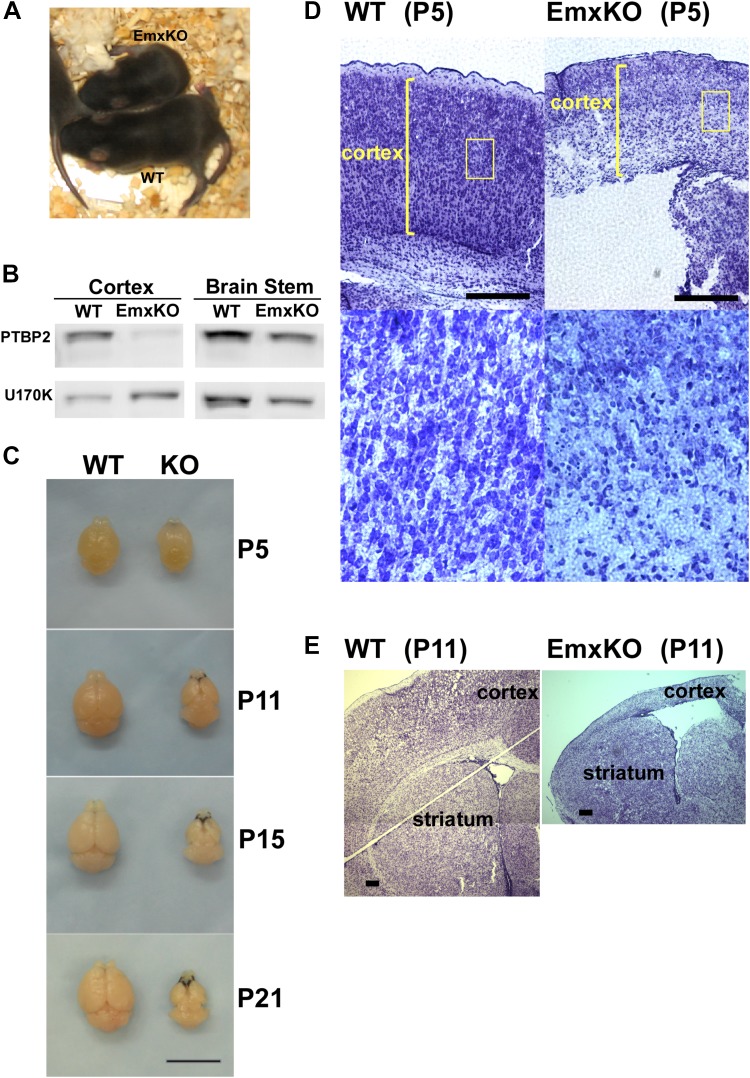
PTBP2 is required for postnatal cortical development. (**A**) *Ptbp2* EmxKO mutants display slow growth (shown at P11) and die around weaning. (**B**) Immunoblot for PTBP2 at P21 confirms that its expression is largely eliminated in cortex, but remains unchanged in other structures such as brain stem. (**C**) Postnatal development of the cortex was disrupted in EmxKO mice. Mutant cortical tissue failed to thicken as in wild type and degenerated. Scale bar = 1 cm. (**D**) Nissl stained coronal sections of control and EmxKO brain at P5 showing loss of cell density and degeneration. Enlarged panels show a loss of nuclei in the EmxKO tissue. (**E**) Coronal sections at P11, similar to (**D**). Scale bars in **D** and **E** indicate 0.5 mm. Staining was done on at least four knockout mice and four wild-type littermate controls from two litters. **DOI:** http://dx.doi.org/10.7554/eLife.01201.006

Unlike the Nestin and Germline-Cre knockouts, *Ptbp2*-EmxKO pups were viable, with body weights similar to control newborns at P0. However, these mutant mice displayed slower growth than their littermates and could be identified by their small size and low body weight as early as postnatal day 3 (Figure 3A). By P14, their average weight was less than half of control pups, and they all died around weaning age (P18-21). The cause of the *Ptbp2*-EmxKO pups’ failure to thrive was apparent upon dissection of their brains. The *Ptbp2*-EmxKO cortex appeared relatively normal at birth. However, while the control cortices thicken and grow in size during the first three postnatal weeks, largely due to development of the neuropil and white matter, the EmxKO cortex displayed widespread neuronal death and degeneration (Figure 3C–E). Brain structures not subject to PTBP2 loss, such as striatum, developed normally. The knockout tissue showed a progressive loss of structural integrity making it difficult to section and stain. Comparing coronal sections of mutant and control brains at P5, the EmxKO cortex was substantially thinner than control cortices. Nissl staining revealed widespread pyknotic nuclei within the EmxKO cortical plate as a result of neuronal cell death (Figure 3D). Further staining with more specific cell death markers showed evidence of both necrotic and apoptotic cell death but was difficult to quantify in the degenerating tissue (data not shown). Understanding the mechanisms initiating cell death in these tissues will require additional analyses. By P11, when control cortex had substantially thickened with well-defined cellular layers, the EmxKO cortex had further degenerated with additional loss of tissue integrity. The lateral ventricles were enlarged in EmxKO brains at both P5 and P11, and the corpus callosum was missing (Figure 3E and data not shown). Other brain structures where *Ptbp2* was inactivated were also defective in the EmxKO; the mutant hippocampus was significantly reduced in size and the lamination in the olfactory bulb was highly disrupted, with the Mitral cell layer entirely absent (data not shown).

The postnatal lethality of *Ptbp2*-EmxKO mice demonstrates a continued requirement for PTBP2 to allow neuronal maturation and survival in the developing postnatal cortex. The survival of these mice past birth suggests that the neonatal lethality of *Ptbp2* null and NesKO mice is due to loss of PTBP2 in early maturing regions of the CNS critical for basic physiological function in the neonate.

While initial neurogenesis, as well as patterning and specification of the brain, appeared largely normal in the absence of PTBP2, the phenotype of the EmxKO mice indicated a failure of later neuronal development. The paralysis phenotype of *Ptbp2* pan-neural knockout pups also implied defects in synaptic transmission. To assess whether neural development proceeded to later stages, such as synapse formation, in the absence of PTBP2, we examined the expression of several important synaptic proteins in the brains of E18 *Ptbp2* null mice. The mutant brains exhibited strikingly lower levels of multiple synaptic markers (Figure 4A), including PSD95, the neurotransmitter receptor NR2B, the major synaptic vesicle protein Synaptophysin (SYP), and the trans-synaptic scaffolding protein Neuroligin1 (NLG1). Other synaptic proteins, such as the calcium/calmodulin-dependent protein kinase Cask and the Glutamate Receptor GluR2 also declined. These results indicate that cells may be arrested or delayed in their maturation or that synapse formation may be otherwise defective in the absence of PTBP2.

**Figure 4.**
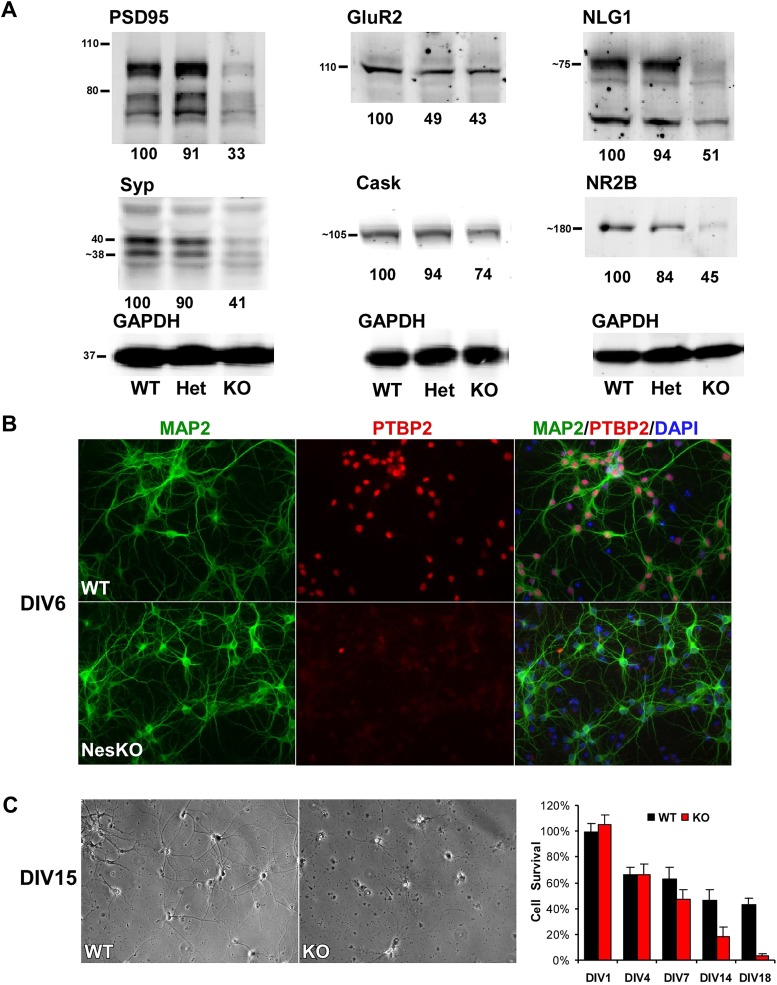
Loss of PTBP2 leads to reduced synaptic protein expression in vivo and to early cell death in primary cell culture. (**A**) Immunoblots of whole brain lysates from wild type, heterozygous (+/−), and knockout (−/−) mouse at E18.5 show substantial reduction of synaptic proteins in knockout brain. (**B**) Dissociated cortical cultures (Days in vitro, DIV6) of wild-type and *Ptbp2*-knockout neurons stained for PTBP2 and the neurite marker MAP2. Neurons lacking PTBP2 survive plating and short-term culture with similar efficiency to wild type, and extend multiple MAP2-positive neurites. (**C**) PTBP2-deficient hippocampal cultures show increasing neuronal death starting from second week of culture and do not survive past 3 weeks. A phase contrast image of cells at DIV15 is shown, with the quantification of cell numbers plotted to the right. Starting viable cell numbers averaged 417 cells from wt and 442 cells from knockout based on cultures from four embryos of each genotype at DIV1. Percent Survival is the fraction of live cells at each time point relative to the wild type average at DIV1. Error bars are standard deviations derived from four cultures of each genotype at each time point. **DOI:** http://dx.doi.org/10.7554/eLife.01201.007

Interestingly, heterozygous *Ptbp2*^+/−^ mouse brains express the PTBP2 protein at about half normal levels (Figure 1F). The effect of this partial depletion on synaptic protein expression and on splicing of target transcripts was variable (Figure 4A, and see below). For some targets, protein levels in the heterozygous brains were intermediate between the wild type and homozygous knockout (GluR2 and NR2B, Figure 4A, also see CamKinase 2b below). In other cases, the heterozygote appeared similar to the wild-type mice, expressing close to normal levels of PSD95, Synaptophysin, Neuroligin1, and Cask. Given that *Ptbp2* heterozygous mice are viable, a single copy of *Ptbp2* is apparently sufficient to support development. It will be interesting to examine the behavior and physiology of these heterozygous mice.

To investigate how developing neurons are affected by the loss of PTBP2, we cultured neurons from knockout and wild-type embryos. Dissociated mouse neurons cultured in vitro progress through several stages of maturation that parallel their in vivo development (Dotti et al., 1988; Palmer et al., 1997; Arimura and Kaibuchi, 2007). These include the initial extension of multiple immature neurites (days in vitro, DIV1-2), establishment of axon–dendrite polarity (DIV2-4), axon and dendrite outgrowth (DIV4-15), and finally synapse formation and maturation (after DIV10). Immediately after dissociation and plating, cortical neurons from E15-16 *Ptbp2*-NesKO mice exhibited similar viability to control neurons. The *Ptbp2*-KO neurons grew extensive neurites during the first week in culture and were indistinguishable from control cultures when stained with the dendritic marker MAP2 (Figure 4B). However during the second week, increased signs of neuronal death appear in cultures of *Ptbp2*-KO neurons, including neurite retraction, membrane blebbing and shrinkage, and nuclear condensation. All neurons lacking PTBP2 die by the end of third week of culture. A similar catastrophic cell death occurred during the third week of culture in hippocampal neurons cultured from E18 *Ptbp2* null mice (Figure 4C). The timing and scale of the neuronal death in culture is similar to the wide-spread degeneration seen in the postnatal (P5-P11) Emx-KO brains. Both in vivo and in vitro, PTBP2 is clearly required for the survival of forebrain neurons.

### *Ptbp2* knockout brain exhibits extensive changes in alternative splicing

Splicing regulators generally have many target transcripts and it is expected that the dramatic phenotype of PTBP2 loss will be derived from multiple deficits. To assess transcriptome changes caused by the loss of PTBP2, we carried out genomewide expression and splicing analyses of the nesKO mice, initially using splicing-sensitive exon junction microarrays (MJAY) analyzed by Omniviewer, and later using RNAseq and SpliceTrap analysis (Srinivasan et al., 2005; Wu et al., 2011; Shen et al., 2012). These analyses identified a large set of cassette exons and other alternative splicing events that are mis-regulated in developing (E18) *Ptbp2*^*−/−*^ brains (Supplementary files 1–3 in Dryad [Li et al., 2014]). 

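For the RNAseq at E18, polyA+ RNA came from whole brains of NesKO embryos, in which Cre driven by the nestin promoter deletes exon 4 of *Ptbp2* in neural progenitors and the cells they give rise to, and of wild-type littermates. The labels describe 1 library per genotype, made from 2 brains, with paired reads of 100 nt. There are no replicate libraries, so no difference between the genotypes has a replicate check. The paper gives 312M mapped reads for the NesKO and 327M for the wild type. What the exon values rest on are the reads that cross exon junctions. Counted once per junction, these were 49445721 in the NesKO and 51267564 in the wild type. The targeted exon separates these libraries, with skipping of *Ptbp2* exon 4 at 100% in the NesKO and 0.225% in the wild type. The authors mapped the reads to a database of exon trios with SpliceTrap. A trio is a middle exon with its neighbors on both sides, and SpliceTrap estimates the share of transcripts that include the middle exon from the reads on the exons and on the 3 junctions. The deposited tables list for each trio this inclusion ratio, as a fraction before and after a correction by SpliceTrap, and the reads on each junction. The corrected ratio is given here in percent as the PSI. A cassette exon is a middle exon that the SpliceTrap database labels as one, and there were 9319. Of the trios that share a middle exon, the trio with the most junction reads over the 4 libraries was used. Exons were compared when both libraries of a stage had at least 20 reads on the 3 junctions. The NesKO library passed this minimum for 6857 cassette exons and the wild type for 7010, and the medians over the exons that passed were 177 and 195 junction reads. At these medians, 3 reads of the total over the 3 junctions are 1.69% in the NesKO and 1.54% in the wild type. PSI from junction reads has a smaller total where there are inclusion reads, so its smallest visible share can be higher. An exon was called changed when its PSI differed by at least 10 points, the cutoff the paper names. As a second measure, PSI was computed from the junction reads alone, as the mean of the 2 inclusion junctions over its sum with the skipping junction. These reads were also compared by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the cassette exons of the stage. Such a test compares 2 libraries, and not the 2 genotypes. Coordinates are those of the deposited tables, in mm9. Because the tables carry no gene names, trios were named by lengths matched on the same chromosome and strand to the GENCODE mouse annotation. Of 228333 trios, 207366 took their name from the exon and both introns, 6837 from 2 introns and 9395 from an exon shared with a named trio, and the others have no name. The lengths of the exon and both introns were found in the annotation for 209930 trios, and for 3 when another chromosome was searched.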

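Besides cassette exons, the deposited E18 tables list an inclusion ratio for retained introns and alternative splice sites. Of 3274 alternative 3' splice site events with at least 20 junction reads in both libraries, 274 changed by at least 10 PSI points in the NesKO, 136 with an increased and 138 with a decreased ratio. Alternative 5' splice sites changed in 158 of 2085 events, with 82 increased and 76 decreased. Retained introns changed in 96 of 845 events, of which 57 increased and 39 decreased. In total 528 of 6204 such events changed, or 8.51%. With the minimum raised to 50 junction reads the total was 298, and with no minimum it was 1274. These counts have no replicate check, and the number expected from sampling alone was not computed for them.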

Alternative splicing events that changed between wild type and mutant brains were ranked by Sepscore and q-value for microarray analysis, and by delta PSI (percent spliced in) and false discovery rate (FDR) for RNAseq (‘Materials and methods’). 

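At E18, 6748 cassette exons had at least 20 junction reads in both the NesKO and the wild-type library. PSI differed by at least 10 points in 737 of them (10.9%), in 656 genes, and the median difference over all exons tested was 1.6 points in size. Part of this count is expected from sampling alone. When reads of both libraries were drawn from a single PSI per exon, at the depth each exon had, a mean of 425 exons passed 10 points (376 to 480 in 1000 simulations). This expectation rests on junction reads, while the deposited PSI also draws on reads inside the exons. It also treats the mean of 2 inclusion junctions as a single count, so it may be too high. Requiring in addition an adjusted p-value below 0.05 from Fisher's exact test on the junction reads left 187 exons, the lowest count under any alternative. With PSI computed from the junction reads alone, 761 exons passed 10 points. Including the exons labelled constitutive raised the count to 2282 of 126056 exons tested, the highest. A minimum of 50 junction reads gave 500 exons and a minimum of 10 gave 894.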

Using cutoffs of a Sepscore of 0.345 for the arrays and a 10% change in PSI for the RNAseq, we identified 359 PTBP2 target cassette exons by array (Supplementary file 2 in Dryad [Li et al., 2014])) and 597 exons by RNAseq (Supplementary file 3 in Dryad [Li et al., 2014]). These included 92 exons found by both methods. Exons identified by RNAseq but not microarray included exons that were not represented on the array, exons exhibiting complex patterns of splicing, and a few exons where particular exon probes seemed to fail on the array. Alternative splicing events identified by array but not RNAseq included exons that did not pass the deltaPSI and/or overall expression filters, and a few exons that were absent from the SpliceTrap database. Combining the two methods provided a significant increase in the total set of splicing changes identified in the mutant mice.

Assaying additional control and mutant mice as biological replicates, a large set of splicing events was further validated by RT-PCR (77 out of 88; Figure 5A; Supplementary file 1 in Dryad [Li et al., 2014]). These included exons identified by either of the two profiling methods, as well as several exons previously identified as PTBP1 targets. Both the array and RNAseq methods yielded validation rates above 70%. The majority of identified cassette exons (379 of 597 from the RNAseq analysis) showed increased splicing in the absence of PTBP2 (Supplementary file 3 in Dryad [Li et al., 2014]), suggesting that PTBP2 functions more often as a splicing repressor than as a splicing activator, similar to the observations of PTBP1 (Keppetipola et al., 2012).

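Of the 737 cassette exons that changed by at least 10 PSI points at E18, 471 were included more in the NesKO and 266 less. The share that increased was 63.9% (95% Wilson interval, 60.4 to 67.3%). It was higher among exons with larger changes: 135 of the 192 exons that changed by at least 20 points increased (70.3%, 63.5 to 76.3%). Of the 187 exons whose junction reads also differed by Fisher's exact test, 141 increased, or 75.4%. By junction reads alone, 483 of 761 changed exons increased. Without a minimum on junction reads the share fell to 58.5%, the lowest under any alternative. From the larger number of exons with increased splicing in the absence of PTBP2, the paper proposes that PTBP2 acts as a splicing repressor more often than as an activator, and likens this to PTBP1.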

**Figure 5.**
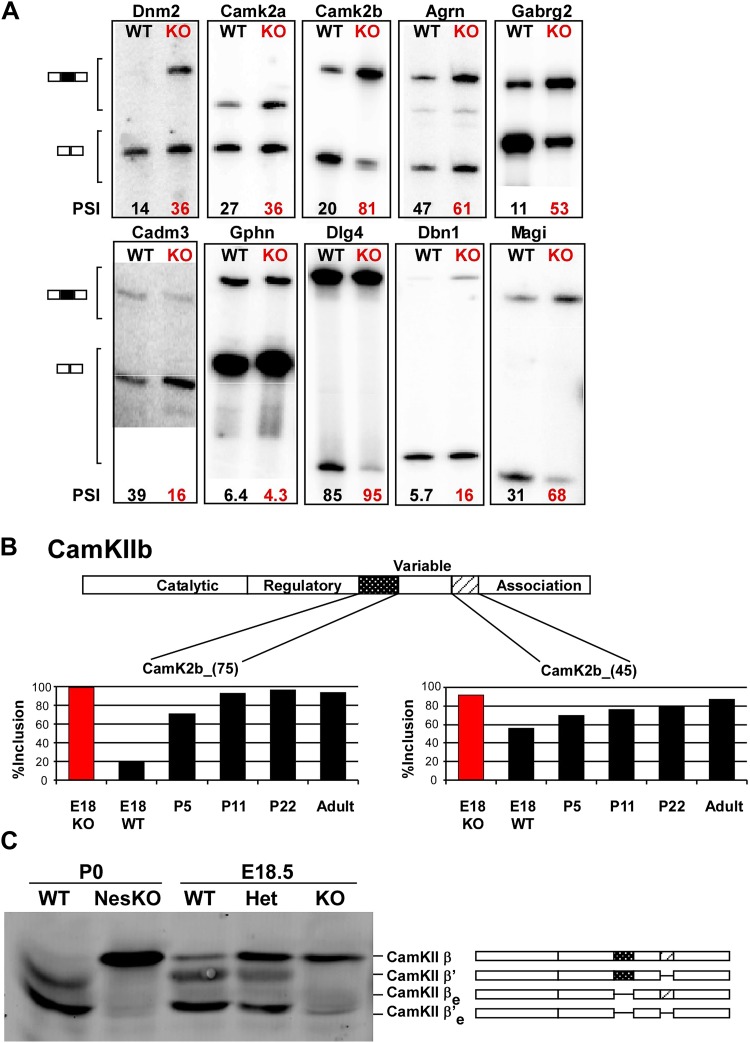
PTBP2 regulates a large set of splicing targets important to neuronal development and function. (**A**) Sample RT-PCR gels showing aberrant splicing ratios for selected targets important for neuronal development and function. (**B**) Two alternative exons in *Camk2b* are developmentally regulated. In plots of RT/PCR measurements, normal mouse brain shows low inclusion of these exons in the embryo (E18) and a postnatal increase (P5, P11 and P22) in splicing to near full inclusion in adult brain. In the PTBP2 null brain these exons exhibit adult levels of splicing at E18. (**C**) The premature switch in CAMK2B protein isoforms is observed by immunoblot in both *Ptbp2* null (KO) and NesKO mice (E18.5-P0). **DOI:** http://dx.doi.org/10.7554/eLife.01201.008

**Figure 5—figure supplement 1.**
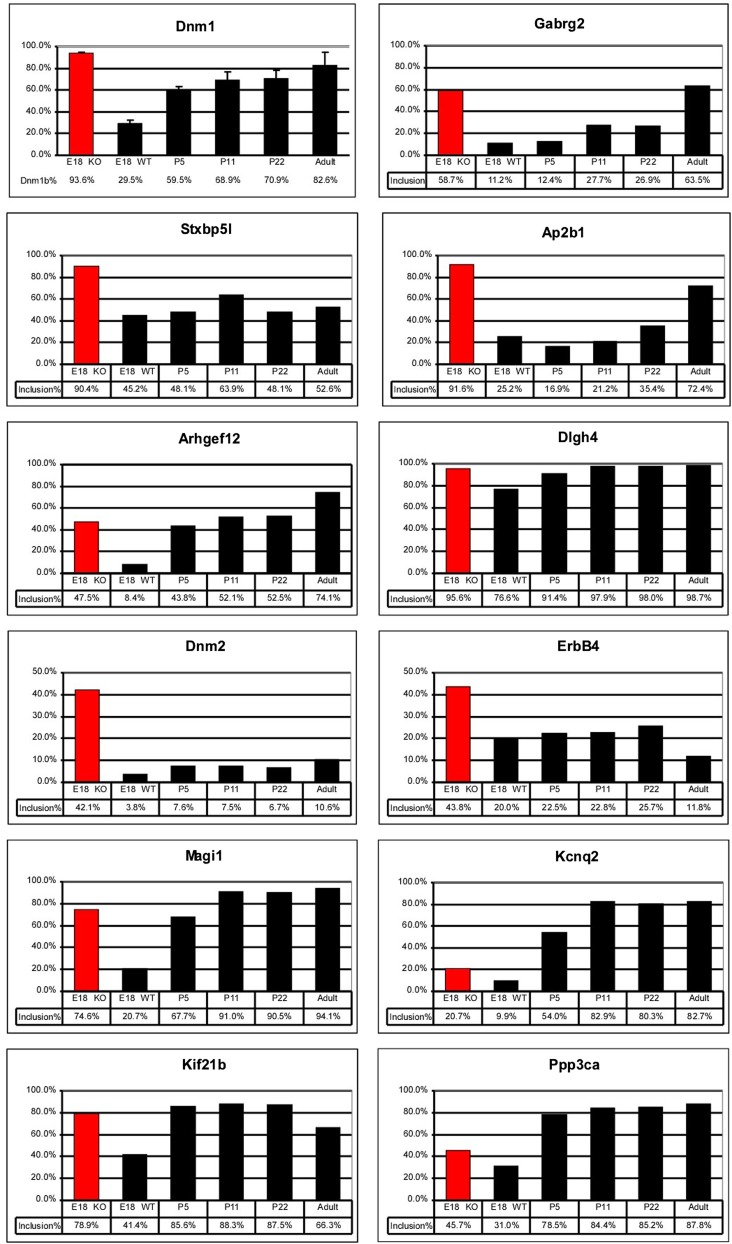
Quantification of RT/PCR analysis for multiple exons mis-regulated in *Ptbp2* Nes-KO brain. In many cases, exon inclusion is abnormally high in the embryo for an exon that normally increases in postnatal development. **DOI:** http://dx.doi.org/10.7554/eLife.01201.009

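In the E18 libraries, exon 18 of *Dlg4* (chromosome 11, 69857160 to 69857269 in mm9, 110 nt, coding) had a PSI of 99.5 in the NesKO and 92.8 in the wild type. Skipping reads numbered 14 in the NesKO and 155 in the wild type, and junction-read PSI was 99.4 (95% Wilson interval, 99.1 to 99.7) against 92.5 (91.3 to 93.6). The database labels this exon constitutive, so it is not among the cassette exons counted here. For the other genes, the cassette exon with the largest PSI change at E18 is given. In *Atp2b1*, the only cassette exon tested, an exon of 154 nt (chromosome 10, 98481912 to 98482065) had a PSI of 83.5 in the NesKO and 72.5 in the wild type (adjusted p = 0.0504 from Fisher's exact test on the reads). By junction reads alone its increase was 7.9 points, under the 10-point cutoff. An exon of 270 nt in *Fn1* (chromosome 1, 71650234 to 71650503) rose from 48.0 to 59.6, with intervals of junction-read PSI that overlap (45.2 to 63.4 in the NesKO and 34.4 to 49.6 in the wild type; adjusted p = 0.42 from the same exact test), and was chosen from 2 cassette exons tested. In *Bin1*, the largest of 4 exons' changes was from 96.7 in the wild type to 94.3 in the NesKO, in an exon of 129 nt (chromosome 18, 32585878 to 32586006; adjusted p = 0.59, Fisher's exact test). An exon of 327 nt in *Dst* (chromosome 1, 34306649 to 34306975) had a PSI of 19.0 in the NesKO and 16.7 in the wild type (adjusted p = 1, Fisher's exact test), the largest change of 4 exons. By an adjusted p below 0.05, the E18 differences in *Atp2b1*, *Fn1*, *Bin1* and *Dst* were not detectable at this depth. In *Atp2b1* the Wilson intervals of junction-read PSI did not overlap, with 82.1 to 88.9 in the NesKO and 74.2 to 81.2 in the wild type. At P1 the *Atp2b1* exon was at 67.8 in the EmxKO and 49.1 in the wild type (adjusted p = 8.4e-19, Fisher's exact test), and the exons of *Fn1*, *Bin1* and *Dst* changed by -1.5, -1.0 and -0.2 points.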

Altered splicing was observed in many known direct PTBP1/PTBP2 targets including PSD95 (*Dlg4*), *Atp2b1*, *Bin1*, *Dst* and *Fn1* (Boutz et al., 2007; Makeyev et al., 2007; Zheng et al., 2012). Direct targeting by PTBP2 can also be inferred from crosslinking-immunoprecipitation (CLIPseq) data (Licatalosi et al., 2012; Ule et al., 2003). For exons whose percent-spliced-in value (PSI) changed by more than 20% in the knockout, approximately 70% are reported to have significant PTBP2 CLIP clusters in their adjacent introns in E18 mouse brain (Licatalosi et al., 2012) (SZ unpublished data). 

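At E18, 192 of the 6748 cassette exons tested changed by at least 20 PSI points in the NesKO library, 135 of them upward and 57 downward. Of the exons in this group that were also tested at P1, 91 of 174 (52.3%; 95% Wilson interval, 44.9 to 59.6%) changed by at least 10 points in the same direction in the EmxKO cortex. The CLIP clusters that the paper compares with such exons were not analysed here.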

Exons in *Agrn*, *Arhgef7*, *Dbn1*, *Erc1* and *Sorbs2*, whose splicing is altered in the PTBP2^−/−^ brain and which are also expressed in HeLa cells, were also identified as PTBP1 targets in a HeLa CLIP analysis (Xue et al., 2009). These data indicate that the majority of isoform changes identified in the knockout are likely to be directly regulated by PTBP2. Nevertheless, it should be noted that the analyzed brains developed to E18 in the absence of PTBP2 and it is expected that some splicing changes will be indirect effects of other changes in the developing mice.

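The deposited E18 tables list cassette exons in all 5 of these genes, and the exon with the largest change in each was compared. The number of cassette exons tested was 4 in *Agrn*, 2 in *Arhgef7*, 1 in *Dbn1* and 5 each in *Erc1* and *Sorbs2*. In *Dbn1*, an exon of 138 nt (chromosome 13, 55577997 to 55578134 in mm9, coding) had a PSI of 24.0 in the NesKO and 3.6 in the wild type. Its junction-read PSI was 21.3 (95% Wilson interval, 20.4 to 22.2) and 3.01 (2.68 to 3.39). In *Erc1*, an exon of 139 nt in an untranslated region (chromosome 6, 119775699 to 119775837) rose from 8.2 to 16.7 (adjusted p = 6.8e-08 from Fisher's exact test on the reads), a change of 8.5 points. An exon of 33 nt in *Agrn* (chromosome 4, 155541886 to 155541918) had a PSI of 18.8 against 14.7 (adjusted p = 0.10, the same exact test). For *Arhgef7*, the exon of 177 nt (chromosome 8, 11824505 to 11824681) had a PSI of 91.9 in the NesKO and 92.3 in the wild type (adjusted p = 1, Fisher's exact test). The change in *Sorbs2*, from 59.8 to 99.9 in an exon of 57 nt (chromosome 8, 46870623 to 46870679), rests on 34 junction reads in the NesKO and 26 in the wild type, with Wilson intervals of 81.6 to 100 and 48.0 to 89.1 and an adjusted p of 0.37. For *Agrn*, *Arhgef7* and *Sorbs2* a difference between the E18 libraries was therefore not detectable at this depth by an adjusted p below 0.05. In *Agrn* the Wilson intervals of junction-read PSI did not overlap, with 11.82 to 15.73 in the NesKO and 8.84 to 11.79 in the wild type. In the P1 cortex libraries the same exons were at 48.5 in the EmxKO against 33.3 in the wild type in *Agrn* (adjusted p = 5.7e-15, Fisher's exact test), 89.6 against 84.5 in *Arhgef7* (adjusted p = 2.4e-04, the same exact test) and 99.3 against 88.4 in *Sorbs2* (adjusted p = 0.60, the same exact test). The P1 values were 14.2 against 3.1 in *Dbn1* and 31.6 against 21.5 in *Erc1*.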

Validated PTBP2-dependent splicing events include many transcripts with important neuronal functions, including the postsynaptic scaffolding proteins PSD95 (*Dlg4*) and gephryn (*Gphn*), the neurotransmitter receptor GABA_A_ Rγ2 (*Gabg2*), and the key calcium signaling molecules CamK2a and CamK2b (Figure 5AB, Figure 5—figure supplement 1; Li et al., 2014). 

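In the E18 RNAseq, *Dlg4* exon 18 was at a PSI of 99.5 in the NesKO and 92.8 in the wild type. In *Camk2b*, the exon of 45 nt (chromosome 11, 5881073 to 5881117) had a PSI of 97.1 in the NesKO and 40.9 in the wild type (adjusted p = 1.4e-137 from Fisher's exact test on the reads), with 25 and 486 skipping reads. The *Camk2b* exon of 75 nt (chromosome 11, 5887060 to 5887134) is listed at 0 in every library. Its trio has inclusion reads and no skipping reads, 630 junction reads in the NesKO and 133 in the wild type, so these values give no inclusion level. The exon of 33 nt of *Camk2a* (chromosome 18, 61128665 to 61128697) is also listed at 0 in every library in the trio used, which has no skipping read; in the trio with the most skipping reads its change at E18 was -2.1 points. In *Camk2a* and *Gphn* these were the only cassette exons tested. For *Gphn*, an exon of 108 nt (chromosome 12, 79594937 to 79595044) had a PSI of 11.1 in the NesKO and 9.1 in the wild type (adjusted p = 1, Fisher's exact test), a difference not detectable at this depth.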

As a general assessment of the PTBP2 regulatory network, gene ontology analyses were performed on the set of PTBP2-dependent splicing changes relative to the set of transcripts identified by RNAseq as expressed in mouse brain. Biological Process annotations that were significantly enriched in the PTBP2 target set (p<0.001) included ‘regulation of transcription’, ‘synaptic transmission’, ‘transmission of nerve impulse’, ‘synapse organization’, ‘cell morphogenesis’, ‘endocytosis’, and ‘neuron projection development’ (Supplementary file 4 in Dryad [Li et al., 2014]). All of these functions are dynamically changing during the period of neuronal maturation when PTBP2-dependent defects are observed.

We also analyzed the RNA-seq data using CuffDiff to identify changes in overall transcript expression (rather than splicing) in the *Ptbp2* mutant brain (Supplementary file 5 in Dryad [Li et al., 2014]). Some of these transcripts are likely to be reduced through direct PTBP2 effects on post-transcriptional processes. These include five transcripts containing PTBP2-dependent exons with mapped CLIP clusters whose change in splicing is predicted to lead to nonsense mediated decay. Other changes in transcript expression are likely to be an indirect result of developmental defects associated with the loss of PTBP2. Gene ontology analyses were performed on genes exhibiting greater than a twofold change in the knockout brain (Supplementary files 6 and 7 in Dryad [Li et al., 2014]). Relative to all transcripts expressed in wild-type brains, upregulated transcripts were highly enriched for GO terms associated with innate immunity and the inflammatory response (p<0.001). Given the phenotype of the mice, these functional enrichments likely result from the degeneration seen in the *Ptbp2* knockout brains, rather than direct PTBP2 targeting of the transcripts. Down-regulated transcripts were only weakly enriched for particular bioprocess terms. Only terms related to cell adhesion had enrichment p values below 0.01. Terms related to axonogenesis and axon choice point recognition were less significantly enriched among the down-regulated transcripts.

### PTBP2 controls a splicing regulatory program specific to early neuronal maturation

We find that many of the identified PTBP2 targets display a common pattern of temporal regulation in the developing wild-type brain. These transcripts contain exons that are mostly excluded in the embryonic brain and whose splicing increases during the first 3 weeks after birth (Figure 5B, Figure 5—figure supplement 1 in Dryad [Li et al., 2014]). For much of the brain, this time period represents a key phase of neuronal maturation when neurons project processes and establish synapses. The normal shift in splicing of these transcripts coincides with the known postnatal decrease in PTBP2 levels in the brain (Zheng et al., 2012), and the mutation of *Ptbp2* leads to a premature switch from embryonic to adult isoforms. In one example, the *Camk2b* gene contains two alternative exons that are mostly excluded from embryonic *Camk2b* transcripts, but are included in the adult isoform (Brocke et al., 1995). These two cassette exons insert short peptide sequences into the variable domain of the protein to alter its autophosphorylation, its response to Ca^2+^ oscillations, and its association with F-actin (Figure 5B) (Brocke et al., 1999; Bayer et al., 2002; O’Leary et al., 2006). In the *Ptbp2* mutant brains, the two adult exons are nearly completely included by embryonic day 18 (Figure 5B). These Camk2b protein isoforms can also be distinguished in immunoblots that demonstrate a dramatic switch from the embryonic (β’, βe and β’e) proteins to the adult (β) isoform (Figure 5C).

Multiple proteins important to neuronal differentiation and synaptic function show a precocious switch to adult isoforms in the *Ptbp2* knockout mice (Figure 5—figure supplement 1). Like CamK2b, the adult and embryonic isoforms of the postsynaptic protein Drebrin (Dbn1) and the neural cell adhesion molecule NCAM have been shown to be functionally different (Polo-Parada et al., 2005; Hata et al., 2007; Mizui et al., 2009; Kojima et al., 2010). For these genes, adult RNA and protein products are both expressed much earlier in the *Ptbp2* mutant than in wild-type mice (Figure 5A and data not shown). 

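For the mutually exclusive exons of *Dnm1*, the mean reads on the 2 junctions of exon 9a were set against the same mean for exon 9b. Exon 9a lies on chromosome 2 of mm9 from 32188586 to 32188724 and exon 9b from 32190202 to 32190340, both 139 nt of coding sequence on the minus strand. In the E18 NesKO brain, these means were 1770 reads for 9a and 136 for 9b, a share of 92.9% for 9a (95% Wilson interval, 91.6 to 93.9%). The wild-type brain had 542 and 1199 reads, or 31.1% (29.0 to 33.3%). In *Magi1*, an exon of 89 nt (chromosome 6, 93630783 to 93630871) had a PSI of 80.6 in the NesKO and 31.0 in the wild type (adjusted p = 2.5e-12 from Fisher's exact test on the reads). The exon of 30 nt in *Ppp3ca* (chromosome 3, 136594975 to 136595004) was at 62.7 against 44.8 (adjusted p = 5.7e-17, Fisher's exact test). All of these exons are annotated as coding, and each is the cassette exon of its gene with the largest change at E18 except for the *Dnm1* pair, out of 6 tested in *Magi1* and 1 in *Ppp3ca*.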

Other key proteins targeted by PTBP2 include dynamin1 (Dnm1), an essential protein in synaptic vesicle endocytosis and trafficking, Magi1, a scaffolding protein at the postsynaptic density, the potassium channel Kcnq2, a critical regulator of neuronal excitability, and calcineurin A (*Ppp3ca*), an important phosphatase affecting calcium signaling (Figure 6A, Figure 5—figure supplement 1). The adult isoforms of these proteins are presumably needed in mature synaptically active neurons.

**Figure 6.**
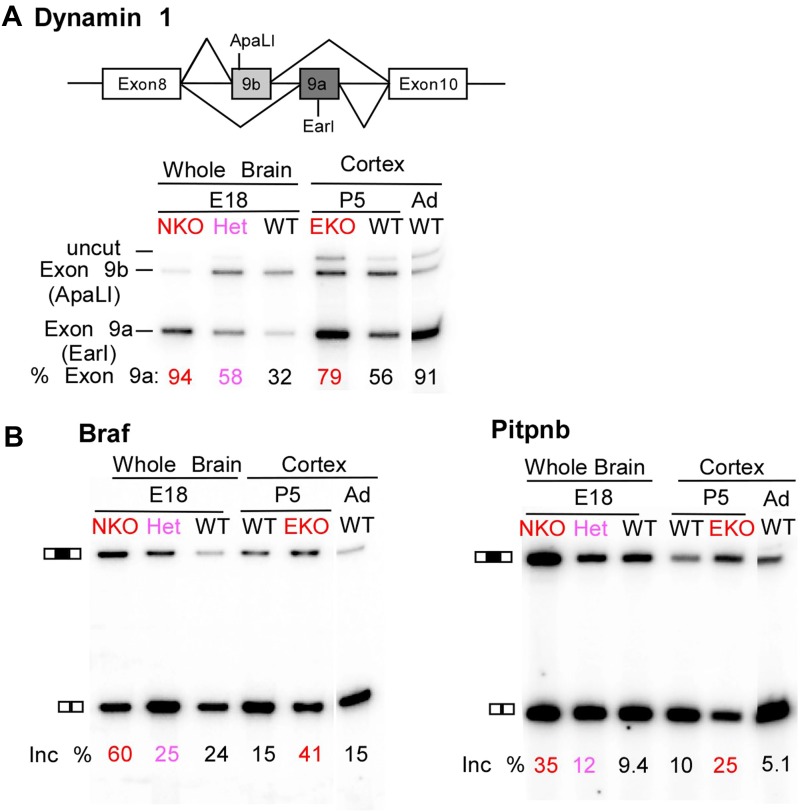
Premature and aberrantly high splicing of PTBP2 target exons in E18 Nes-KO whole brain and P5 Emx-KO cortex. (**A**) RT/PCR of Dynamin1. Dynamin1 contains a pair of mutually exclusive exons 9a and 9b that normally switch from 9b to 9a during development. In both the Nes-KO and Emx-KO there is a premature switch to the 9a isoform. Note that the heterozygous Nes-KO exhibits an intermediate level of exon 9a splicing. The high level of 9a splicing can be seen in the wild-type adult cortex (Ad WT). (**B**) RT/PCR of Braf (left) and Pitpnb (right). Braf and Pitpnb each contain a PTBP2 repressed exon that is spliced at aberrantly high levels in the *Ptbp2* KO mice. Braf exon 9 and Pitpnb exon 11 are spliced into the mRNAs two to three times more frequently in the embryonic (E18) or postnatal (P5) mutant mice (NKO and EKO), and at higher levels than normally seen in the wild-type adult (Ad WT). The percent exon inclusion is shown at the bottom. **DOI:** http://dx.doi.org/10.7554/eLife.01201.010

Adult brain exhibits many splicing changes from the embryo that result from changes in a wide variety of regulators. We find that within a set of 1143 exons whose splicing increases between the embryo and adult, 17% are derepressed by the loss of PTBP2 (AH unpublished observations). Thus, the PTBP2 regulatory program accounts for a substantial fraction of the regulated splicing events controlled during brain development. The defective development of the *Ptbp2*^−/−^ brain indicates that early switching to these adult isoforms is deleterious to neurons as they mature.

RNA isolated from embryonic brain at E18 will be derived from a variety of structures at different stages of development. 

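The P1 RNAseq compared the cortex of 1 EmxKO animal, in which, as the paper describes, Cre is expressed in projecting neurons of the higher forebrain, with the cortex of 1 wild-type littermate, again with 1 library per genotype and reads of 100 nt. The paper states that the EmxKO libraries were strand specific. Stage, tissue, Cre line and library protocol thus all differ from the E18 experiment and cannot be told apart. The paper gives 354M mapped reads for the EmxKO and 317M for the wild type, and the deposited tables hold 84793098 and 85073560 reads on distinct exon junctions. At least 20 junction reads were found for 7075 cassette exons in the EmxKO and 7082 in the wild type. The median number of junction reads over these exons was 313 and 359, so that the smallest share that can be seen at the median is 0.958% and 0.836%. The targeted exon 4 of *Ptbp2* was skipped in 82.6% of the reads in the EmxKO (95% Wilson interval, 79.9 to 85.1%) and in 31.5% in the wild type (29.5 to 33.7%). Its deposited PSI was 15.9 and 67.5. Exons were selected and compared as for E18. Of 6940 cassette exons tested, 654 (9.42%) changed by at least 10 PSI points, 474 upward and 180 downward, an increased share of 72.5% (68.9 to 75.8%). Simulated as for E18, with the same limits, sampling alone would give a mean of 298 such exons (245 to 355 in 1000 simulations). In 250 of the changed exons the adjusted p-value from Fisher's exact test on the junction reads was below 0.05, and 202 of these increased.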

To examine splicing within a more defined population of cells coincident with the normal downregulation of PTBP2, we isolated RNA from the EmxKO cortex for RNAseq at P1. These analyses identified splicing changes in many of the targets previously identified in the NesKO mice (Supplementary file 8 in Dryad [Li et al., 2014]). 

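Of the cassette exons that changed by at least 10 PSI points in the NesKO, 681 were also tested at P1. In the EmxKO cortex 191 of them changed by at least 10 points in the same direction, or 28.0% (95% Wilson interval, 24.8 to 31.5%), and 35 changed by as much in the opposite direction. Among 10000 random lists of the same size, matched on wild-type PSI and junction reads, the median share was 15.0% and the highest 19.7%. The sign of the change was the same at both stages for 477 of the 681 exons (70.0%). Exons that increased at E18 were shared more often, 147 of 442 (33.3%; 29.0 to 37.8%), than those that decreased, 44 of 239 (18.4%; 14.0 to 23.8%). At P1, however, more exons rose than fell in any case, 474 against 180. No random lists were drawn for each direction, so these shares do not show that increases were better shared. When a change also had to pass Fisher's exact test on the reads at each stage, the shared proportion was 45.7%, and over all exon trios it was 14.2%. The largest shared increase was in a 126 nt exon of *Sympk* (chromosome 7, 19613246 to 19613371 in mm9), annotated in an untranslated region. Its PSI was 72.0 in the NesKO against 0.9 in the wild type and 71.0 in the EmxKO against 0.2 in the wild type. A 124 nt exon of *Gpr85* followed the same course, with 91.0 against 28.9 at E18 and 78.2 against 16.0 at P1. Among shared decreases, a 197 nt exon of *Faxc* was at 30.0 against 68.4 at E18 and 40.6 against 72.9 at P1. A 296 nt exon of *Tex264* was at 50.9 against 83.9 and 56.8 against 86.3, changes of -33.0 and -29.5 points that were -15.1 and -19.7 in the trio with the most skipping reads.

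**Figure D2:**
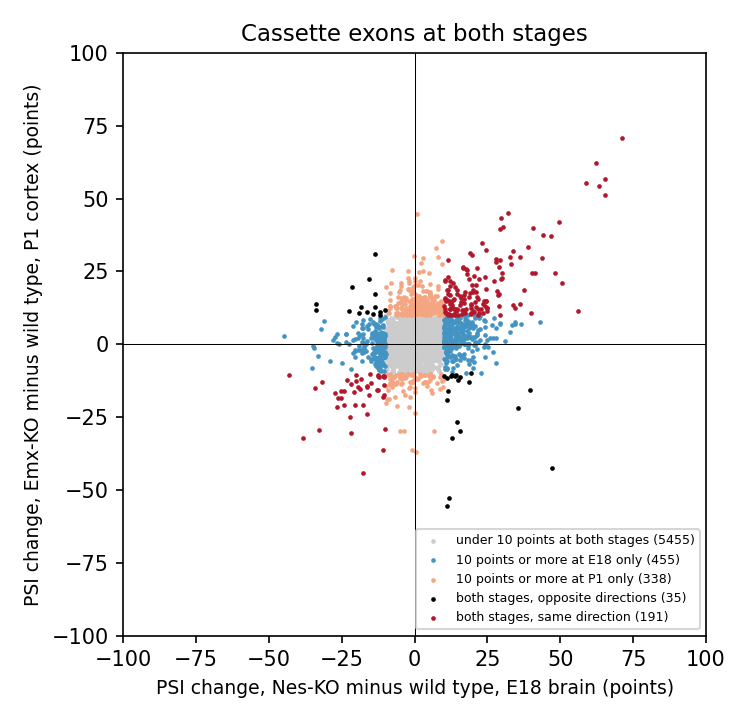
PSI change in points of the 6474 cassette exons tested at both stages, NesKO minus wild type in E18 brain (horizontal axis) against EmxKO minus wild type in P1 cortex (vertical axis). Each point is 1 exon; 191 exons changed by at least 10 points in the same direction at both stages, 455 at E18 only, 338 at P1 only and 35 in opposite directions.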

As seen in the NesKO at E18, the mutually exclusive exons 9a and 9b of the dynamin1 (*Dnm1*) transcript also display aberrant splicing in the EmxKO cortex (Figures 6A and 7A). 

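In the P1 cortex libraries, 1103 reads fell on the junctions of *Dnm1* exon 9a and 238 on those of exon 9b in the EmxKO, a share of 82.3% for 9a (95% Wilson interval, 80.1 to 84.2%). The wild-type cortex had 345 and 596 reads, or 36.7% (33.6 to 39.8%; p = 1.2e-111 between the libraries, two-sided Fisher's exact test). The wild-type share lies below the control value that the paper states for exon 9a, while the EmxKO share is close to the paper's. The paper does not state the age for these values, and its RT-PCR used cortex of a later postnatal day. The cause of the difference is left open. The rise in exon 9a was 45.6 points at P1 and 61.7 points at E18. A Wald chi-square test on the reads for the difference between the stages in the log odds ratio gave p = 2.6e-19.

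**Figure D3:**
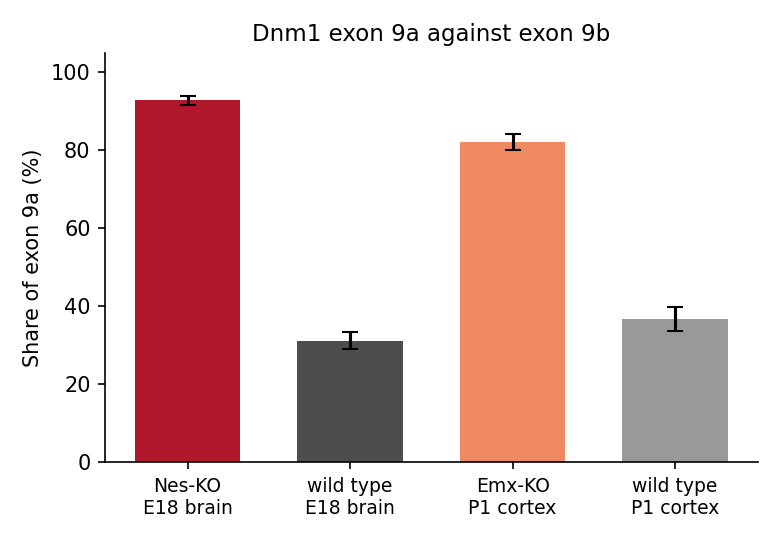
Reads on *Dnm1* exon 9a as a percentage of the reads on exons 9a and 9b (vertical axis) in each of the 4 libraries (horizontal axis). Bars give the share in 1 library and error bars the 95% Wilson intervals; exon 9a is at 92.9% in the NesKO and 82.3% in the EmxKO, against 31.1% and 36.7% in the wild types.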

The adult exon 9a was spliced at significantly higher levels (79%) in the EmxKO than in control mice (56%). The embryonic and adult isoforms of dynamin1 are functionally distinct and their activity has been investigated in mutant mice, where a missense mutation in exon 9a results in impaired synaptic function, seizures and other behavioral defects (Boumil et al., 2010). Thus, PTBP2 is playing a key role in the regulation in this postnatal switch in Dnm1 isoforms.

**Figure 7.**
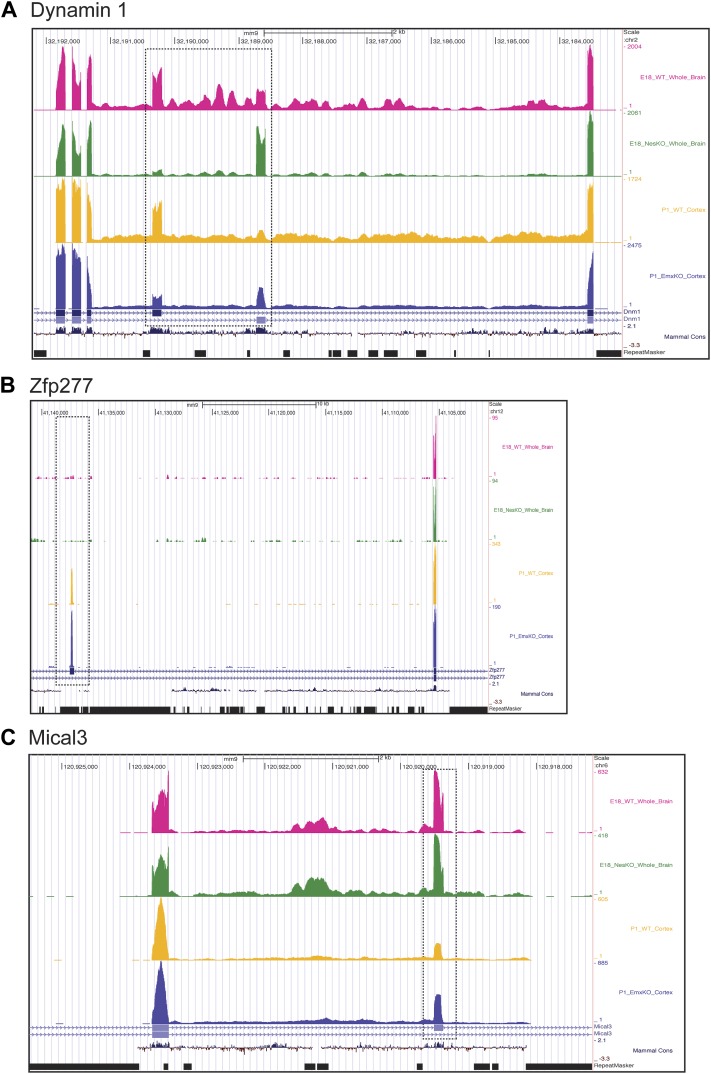
Exons can respond to the loss of PTBP2 differently in E18 whole brain or P1 cortex. Genome browser tracks of aligned RNAseq reads from E18 whole brain, NesKO (green) and wild type (pink), and from P1 cortex, EmxKO (blue) and wild type (yellow). (**A**) For Dynamin 1, exons 9a and 9b are boxed. The two knockout samples show a different degree of shift towards the use of downstream exon 9a. (**B**) An exon in the Zinc finger protein Zfp277 (boxed) is entirely excluded in E18 brain. In postnatal cortex this exon has been strongly induced, but is still regulated by PTBP2 as indicated by the stronger induction of the exon in the Emx-KO. (**C**) An exon in the microtubule associated monooxygenase Mical3 is fully spliced at E18, regardless of the presence of PTBP2. In postnatal cortex this exon becomes repressed and this repression is in part dependent on PTBP2. **DOI:** http://dx.doi.org/10.7554/eLife.01201.011

Several exons were found to be included in the *Ptbp2* knockout brain at levels much higher than those observed at any point of normal development. These include an exon in B-raf (Braf), a protein kinase in the Ras-Raf-MEK-ERK signaling pathway (Maurer et al., 2011). This exon is normally included in no more than 25% of the total Braf transcript. In contrast, 60% of Braf mRNA in E18 null brain, and 41% of the mRNA in P5 EmxKO cortex contains the exon (Figure 6B). The PITPbeta (phosphatidylinositol transfer protein beta, *Pitpnb*) transcript, involved in inter-organelle lipid transfer and inositol signaling, contains an exon that can be skipped or included to produce alternative C-termini of the final protein (Cockcroft, 2001). In wild-type mouse brain, this exon is included in less than 10% of the Pitpnb mRNA at all points of normal development. However, in the absence of PTBP2 splicing of this exon increases to more than 25% (Figure 6B). These and other exons appear to be especially sensitive to loss of PTBP2 (Figure 5—figure supplement 1). Although reduced in expression after differentiation, PTBP2 continues to be present at moderate levels into adulthood. This remaining PTBP2 may serve to maintain the partial repression of some exons. In addition to the precocious expression of adult isoforms, the deleterious effect of PTBP2 loss may also result from the aberrantly high expression of isoforms normally present at lower levels.

In addition to splicing changes seen in the NesKO whole brain, new PTBP2-dependent splicing events were identified in EmxKO cortex (Figure 7BC, Supplementary file 8 in Dryad [Li et al., 2014]). 

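Among the 6474 cassette exons tested at both stages, 564 changed by at least 10 PSI points in the EmxKO cortex. Of these, 338 (59.9%) changed by less than 10 points in the NesKO brain, 247 increasing and 91 decreasing at P1. In 208 of the 338 the change at E18 was under 5 points. By Fisher's exact test on the P1 junction reads, 123 of the 338 had an adjusted p-value below 0.05. Passing the cutoff at one stage only does not by itself show a difference between the stages, so the difference was tested for each exon by a Wald chi-square test on the log odds ratios of inclusion. It had an adjusted p-value below 0.05 for 14 of the 338 exons and for 94 of all 6474. In simulated reads this test found 148 of 200 exons raised by 40 points in the NesKO only. Its power for smaller differences was not measured, so exons without a detected difference may still differ. Conversely, 455 exons passed the cutoff at E18 only, 26 of them with a detected difference between the stages. With no minimum on junction reads the number of exons changed at P1 alone was 677, and with Fisher's exact test added to the cutoff it was 123.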

The zinc finger protein transcript *Zfp277* contains two exons whose splicing increases substantially in postnatal cortex compared to E18 whole brain. Interestingly, one of these exons shows greater induction in the Emx-cre KO than in wildtype, indicating that it is partially repressed by PTBP2 in this tissue. In contrast, this exon remains fully repressed in E18 brain even in the absence of PTBP2 (Figure 7B). Conversely, several exons in the *Mical3* transcript are repressed in P1 cortex but not E18 whole brain. 

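The boxed exon of *Zfp277* lies on chromosome 12 of mm9 from 41137163 to 41137540, is 378 nt long and is annotated as coding. Its deposited PSI was 59.9 in the EmxKO and 49.2 in the wild type at P1, and 55.9 in the NesKO and 52.0 in the wild type at E18. The junction reads give much lower values. At E18 the NesKO had 3 and 4 reads on the inclusion junctions and 106 skipping reads, a PSI of 3.2 (95% Wilson interval, 1.4 to 9.0), and the wild type had 5, 4 and 113 reads, a PSI of 3.8 (1.8 to 9.5). At P1 the junction-read PSI was 6.55 (3.6 to 13.1) in the EmxKO and 4.2 (2.3 to 8.2) in the wild type. Neither pair of libraries differed by Fisher's exact test on these reads (adjusted p = 1 at E18 and 0.96 at P1), so a difference in this exon was not detectable from the junction reads at this depth. Of the 329 distinct 50-mers of the exon, 99 also occur in annotated transcripts of other genes.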

One of these exons loses this cortical repression in the absence of PTBP2, even though it is unaffected by PTBP2 depletion at E18 (Figure 7C). These exons showing PTBP2 dependence in P1 cortex but not E18 whole brain indicate that the PTBP2 target transcripts are subject to other splicing regulatory programs that are also changing during development, with exons exhibiting different regulatory factor dependencies at different developmental stages.

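The boxed exon of *Mical3* (chromosome 6, 120919373 to 120919510 in mm9, 138 nt, coding) had a PSI of 76.0 in the EmxKO cortex and 42.8 in the wild-type cortex. Junction-read PSI was 75.7 (95% Wilson interval, 72.2 to 78.9) against 42.0 (37.8 to 46.4), with an adjusted p of 6.5e-29 from Fisher's exact test. At E18 the PSI was 87.7 in the NesKO and 80.5 in the wild type. Their junction-read values were 84.2 (80.6 to 87.3) and 77.5 (74.7 to 80.1), with an adjusted p of 0.075 from the same exact test. The rise was thus 33.2 points at P1 and 7.2 points at E18, and the difference between the stages in the log odds ratio had an adjusted p of 7.0e-05 by a Wald chi-square test on the reads.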

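Of the exons given here, the difference between the stages was detected for *Mical3* and not for *Zfp277*, whose adjusted p for that difference was 1. Among the 94 cassette exons with a detected difference between the stages, 54 had the smaller change at P1, or 57.4% (95% Wilson interval, 47.4 to 67.0%), and 58 changed in opposite directions at the 2 stages. From exons that depend on PTBP2 in P1 cortex and not in E18 brain, the paper concludes that the target transcripts are also subject to other splicing programs that change during development, so that exons depend on different factors at different stages.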

The many adult isoforms misregulated in the *Ptbp2*^−/−^ embryos greatly expands earlier observations of exon 18 of the *Dlg4* (PSD95) transcript, whose skipping generates a non-productive transcript subject to nonsense-mediated decay. The splicing of this exon is required for PSD95 protein expression, and its repression by PTBP2 keeps PSD95 levels low until late in neuronal maturation (Zheng et al., 2012). We now find that this exon is part of a large program of coordinated splicing changes. This PTBP2-driven splicing transition takes place subsequent to the earlier splicing switch driven by PTBP1 depletion as neurons are born (Figure 8).

**Figure 8.**
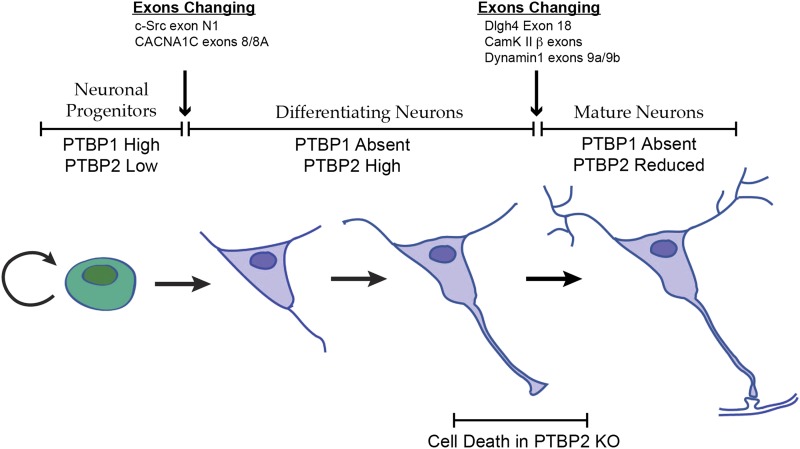
Changes in the expression of the two PTB proteins define three splicing regulatory states during neuronal differentiation. Neuronal progenitor cells primarily express PTBP1. When these cells are induced to differentiate, PTBP1 is repressed and PTBP2 is induced. This switch in RNA binding proteins causes changes in the splicing of exons that are more sensitive to PTBP1 such as exon 8 of the *Cacna1c* calcium channel transcript. Other exons that are sensitive to both proteins maintain their repression during the early stages of neuron differentiation, when PTBP2 is high. When these cells finally mature and form synapses, PTBP2 is downregulated. This leads to changes in a splicing regulatory program that includes exons in Cam Kinase 2 and Dynamin 1. These exons are found in mRNA isoforms associated with adult brain and are precociously expressed in PTBP2 knockout brains, leading to cell death prior to final maturation. **DOI:** http://dx.doi.org/10.7554/eLife.01201.012

## Discussion

We find that the splicing regulator PTBP2 is required for pre and postnatal brain development. The loss of PTBP2 in the complete CNS or in particular neuronal lineages does not greatly affect lineage commitment or developmental patterning. However, postmitotic neuronal maturation and survival are severely impaired. Mice with Emx-cre driven depletion of PTBP2 from developing cortex survive through about 3 weeks of postnatal development during which time the cortex degenerates. Neuronal cell death is also seen in *Ptbp2* knockout neurons in culture. These cells initiate differentiation from progenitor cells and progress through the first stages of post-mitotic differentiation, with the extension of neuritic processes and expression of early neuronal markers. However, they subsequently undergo a catastrophic failure in the second to third week of culture and die prior to synaptogenesis. Thus, the PTBP2-driven splicing program plays a key role in the maturation and survival of neurons.

In keeping with the neuronal maturation defect, we find PTBP2 target exons in many transcripts affecting neurite outgrowth, axon guidance, synaptic assembly, and synaptic function. In the mutant embryos, a large number of genes exhibit early expression of spliced isoforms that are normally expressed only in the adult brain. For these genes, the presence of PTBP2 in developing cells serves to prevent expression of a functionally distinct adult isoform until late in neuronal maturation. This pattern of regulation is seen for NCAM, Cam Kinase II, drebrin, dynamin1, Magi1, Kcnq2, Calcineurin and the previously identified PTBP2 target PSD95 (*Dlg4*). These proteins all play key roles in the development and function of the neuron including both its pre and postsynaptic specializations.

PTBP2 is present at low levels in nestin-positive neuronal progenitor cells. When these cells exit mitosis and begin differentiation, PTBP1 expression is repressed and PTBP2 expression is induced (Figure 1A; Boutz et al., 2007). PTBP2 levels remain high in the differentiating cells and then drop late in maturation, with adult neurons expressing moderate levels. It was previously shown that some exons are more strongly affected by PTBP1 than by PTBP2, whereas for other exons the regulatory effect of the two proteins is nearly equal (Boutz et al., 2007; Makeyev et al., 2007; Llorian et al., 2010; Tang et al., 2011; Keppetipola et al., 2012). The expression profile of the PTB proteins thus creates three regulatory states during neuronal differentiation (Figure 8). PTBP1 maintains repression of many exons in neuronal progenitor cells. As cells begin to differentiate and shift to PTBP2 expression, exons that are more sensitive to PTBP1 begin to be spliced. These include the *c-src* N1 exon and exon 8A from the *Cacna1c* calcium channel transcript (Markovtsov et al., 2000; Tang et al., 2011). Later in neuronal maturation when PTBP2 levels drop, a second transition occurs with changes in the splicing of a new group of transcripts. We previously found that PSD95 exon 18 is controlled during this second transition (Zheng et al., 2012). We now identify a large network of exon targets that have this common regulatory profile and are precociously spliced in the *Ptbp2*^−/−^ mice. Thus, one function of the PTBP2 protein is to maintain repression of a subset of PTBP1 target exons after PTBP1 is depleted in early differentiation. The differing sensitivity of target exons either to just PTBP1 or to both PTBP1 and PTBP2 presents an interesting mechanistic question of how an exon can be structured to respond to one protein or to both.

A recent paper described the phenotype of a full germline *Ptbp2* null mouse (Licatalosi et al., 2012). As we observe with both germline and pan-CNS conditional knockouts, this mouse exhibited neonatal lethality, precluding examination of later neuronal maturation. Perhaps because of this neonatal lethality, the authors focused on PTBP2 expression in neuronal progenitor cells. Although we also see low expression in these cells (Figure 1A), we find the primary period of PTBP2 expression to be during neuronal maturation (Boutz et al., 2007; Tang et al., 2011; Zheng et al., 2012). This study reported sporadic observation of cortical progenitors undergoing ectopic mitoses away from the apical edge of the ventricular zone in *Ptbp2* null mice (Licatalosi et al., 2012). This defect was in keeping with an observed change in *Numb* pre-mRNA splicing. We have not observed ectopic mitoses in either the germline null or the pan-CNS conditional null mice, and found only minor changes in *Numb* splicing. However, this phenotype was reported to be sporadic and a careful comparison of the phenotypes from the different mutations will require matching their genetic backgrounds. 

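In the E18 NesKO RNAseq, the *Numb* cassette exon with the largest PSI change was the shorter of 2 tested, an exon of 33 nt (chromosome 12, 85166209 to 85166241 in mm9, coding), at 63.0 in the NesKO and 27.0 in the wild type. These values rest on 20 and 30 junction reads. The 95% Wilson intervals of junction-read PSI, 26.8 to 73.2 and 8.5 to 37.9, overlap, and the adjusted p from Fisher's exact test was 0.52, so a difference was not detectable at this depth.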

Licatalosi et al. also report microarray identification of PTBP2 target exons in germline null brain that largely overlap with exons we identify in the pan-CNS knockout brain by microarray and by RNAseq. They suggest a role for the PTBP2 splicing program in neurogenesis. We do not see defects in neurogenesis and commitment to neuronal lineages, but find a dramatic defect in the later maturation of neurons after their birth. This is in keeping with both the developmental timing of PTBP2 expression and the precocious expression of adult isoforms observed by both groups in the knockout mice.

Interestingly, the later Emx-knockout mice show some differences from the NesKO in their ensemble of PTB2 target exons. These transcripts may be subject to regulatory events that occur after birth and are thus not observable in mice subject to neonatal lethality. Exons observed to change in the EmxKO but not in the NesKO mice point to the dynamic nature of splicing regulation during neuronal development. Most exons are controlled by combinations of factors, and there is likely to be extensive intersection between the PTBP2 regulatory program and splicing programs driven by other splicing factors (Calarco et al., 2011). In the future, it will be interesting to focus on the development of particular circuits and assess the temporal expression profiles of multiple other splicing regulators. Such studies will allow examination of how the different splicing regulatory networks are integrated.

Our analysis has focused on the dramatic changes in alternative splicing caused by loss of PTBP2. PTBP1 is known to also affect miRNA function and cytoplasmic translation (Sawicka et al., 2008; Fred and Welsh, 2009; Gorospe et al., 2011; Kafasla et al., 2012; Xue et al., 2013). PTBP2 will likely also serve similar roles, and a portion of the *Ptbp2* null phenotype may also derive from the loss of these other functions. In the CAD neuronal cell line, PTBP1 has been reported to cause retention of selected introns in transcripts for several important synaptic proteins, leading to their downregulation through nuclear RNA decay (Yap et al., 2012; Yap and Makeyev, 2013). These introns appear to be efficiently spliced in embryonic brain, as might be expected after the downregulation of PTBP1. PTBP2 may have similar activity on a different set of target transcripts. So far we have not seen a clear example of this, but one possibility is *Ngrn*, which contains a 3′-terminal intron that is spliced more efficiently in the Emx-KO than in wild type (data not shown).

As seen with other splicing regulators, the *Ptbp2* mutation is highly pleiotropic. Future studies will examine the functional roles of individual PTBP2 target transcripts. We are particularly interested in two processes. The establishment of axonal/dendritic polarity that occurs early in differentiation may coincide with the loss of PTBP1 protein and gain of PTBP2. In contrast, synaptic assembly occurs late in maturation and requires the downregulation of PTBP2. Many identified synaptic proteins change their splicing at this stage and it will be very interesting to examine how their isoform switching affects synaptic architecture and function.

## Materials and methods

### Generation of the *Ptbp2* conditional KO mouse

The *Ptbp2* conditional null allele was generated using homologous recombination in embryonic stem (ES) cells. The pFlox-PGK-Neo vector, containing a neomycin resistance gene (Neo) flanked by FRT and loxP sites and a diphtheria toxin gene cassette, was used for *Ptbp2* targeting. The 5′ and 3′ knockout arms of the targeting construct were generated by high-fidelity PCR amplification with Pfu polymerase of 129S2 genomic DNA. The targeting vector was linearized with Xba I and electroporated into 129S2-derived ES cells. Isolated ES cell clones were analyzed for homologous recombination. Incorporation of the 5′ and 3′ loxP sites was confirmed by Southern blotting using 5′ and 3′ probes following digestion with XbaI. Clones with the targeted *Ptbp2* allele were injected into 3.5-day C57BL/6 blastocysts, and the resulting chimeras were crossed to C57BL/6 females to achieve germline transmission of the targeted (PTBP2Neo-loxP) allele. The *Ptbp2Neo-loxP* mice were crossed to FLPe transgenic mice (129S4/SvJaeSor-Gt(ROSA)26Sortm1(FLP1)Dym/J; Jackson, Bar Harbor, ME) to remove the Neo cassette. *Ptbp2loxP* was crossed to the germline-active EIIaCre transgenic mice (gift of Stephen Smale) to obtain the *Ptbp2*KO alleles. Conditional targeting in the CNS or forebrain projection neurons was achieved in crosses with Nestin-Cre (Jackson) and Emx-Cre (gift of William Yang) mice respectively. The Cre-transgenes were all in the C57Bl/6 background. Analyzed knockouts had been backcrossed to this background for three to eight generations. At least 12 litters were generated for each Cre genotype to assess the phenotypes of each homozygous mutation. Genotyping PCR primers were TCTACTTCATTGTGTTGTTTTG (F1), AGGCATCCATAATTACACAGTGT (F2), GATACAGCAGGCTCCCCTCA (R1), AAGTGATACAGCAGGCTCCC (R1.1), ATAAGCATTTTCTAGCACCAA (R2) and GCGCGTATCCTCAAACAAGAC (R3). 50-100 ng of purified genomic DNA was amplified by PCR using 5 μL of 2x GoTaq Green Master Mix (Promega^TM^ M7123) with 0.5 uM of each PCR primer in a total 10 μL reaction. The F2 and R1.1 pair yields a 302 bp product for the WT and a 413 bp product for the loxP allele. Initial denaturation was at 95°C for 2 min, followed by 30 cycles of denaturation at 95°C for 30 sec, annealing at 53°C for 30 sec and extension at 72°C for 40 sec, and final extension at 72°C for 6 min. The F2 and R3 pair yields a 709 bp product for the loxP deleted allele (KO). For these primers, initial denaturation was at 95°C for 2 min, followed by 31 cycles of denaturation at 95°C for 30 sec, annealing at 60°C for 30 sec and extension at 72°C for 40 sec, and final extension at 72°C for 6 min. The F1 and R1 primer pair yields a 184 bp product for the WT allele and 295 bp product for the loxP allele. The F1 and R2 pair yields a 455 bp product for the loxP deleted allele (KO). For these primer pairs, initial denaturation was at 94°C for 4 min, followed by 35 cycles of denaturation at 94°C for 30 sec, annealing at 55°C for 30 sec and extension at 72°C for 30 sec, and final extension at 72°C for 5 min. Animals were housed in a 12-hr light/dark cycle with food and water available ad libitum and were maintained by the University of California, Los Angeles (UCLA) Division of Laboratory Medicine, as accredited by the Association for Assessment and Accreditation of Laboratory Animal Care. All experiments were approved by the UCLA Animal Research Committee.

### Immunoblot, immunofluorescence and immunohistochemistry

Fluorescent Immunoblots were performed on total protein from embryonic or postnatal mouse brain lysed in RIPA buffer and sonicated to homogenize samples using a W-385 Ultrasonic Processor (Heat Systems/Qsonica, Newtown, CT) at 10 Hz. After a 30 min incubation at 4°C, samples were frozen at −20°C until further processing. Lysates were diluted in 2× SDS loading buffer, heated at 95°C for 10 min, and loaded onto 10% polyacrylamide Laemmli SDS-PAGE gels. For blotting with fluorophore-conjugated secondary antibodies, transfers were performed on a Novex X-Cell mini-cell transfer apparatus (Invitrogen/Life Technologies, Grand Island, NY) onto Immobilon-FL PVDF membranes (Millipore, Billerica, MA). The membranes were blotted under standard conditions with primary antibodies overnight at 4°C, followed by washes and incubation with ECL Plex Cy5-conjugated goat α-mouse and goat α-rabbit secondary antibodies (1:2500; GE Healthcare, Pittsburgh, PA), and then scanned on a Typhoon Phosphorimager (GE Healthcare). Quantification of fluorescent signal was performed using ImageQuant 5.1 software (Molecular Dynamics/GE Healthcare, Pittsburgh, PA). The following primary antibodies were used: α-GAPDH 6C5 (Research Diagnostics, Inc., Flanders, NJ), α-PTBP2 IS2 (Sharma et al., 2005), α-U1 70 k, α-PSD95 and α-Synaptophysin (Millipore), CamKIIbeta (AbCam, Cambridge, UK), Drebrin (Assay Designs/ENZO, Farmingdale, NY), SV2 (Developmental Studies Hybridoma Bank, Iowa City, IA), Cask, GluR2, Synapsin, NLG1, NR2B (NeuroMab, Davis, CA).

To generate histological sections, adult mice were perfused transcardially with ice-cold PBS, followed by ice-cold 4% PFA/PBS. The brains were removed, post-fixed in 4% PFA/PBS overnight, cryoprotected in 20% sucrose-PBS, frozen in 4-methyl-butane, and stored at −80°C until use. 10-µm sections were cut on a cryostat and collected onto Superfrost plus slides (Thermo Fisher, San Jose, CA) at −80°C until use. The sections were thawed, post-fixed in 10% formalin for 10 min, rinsed twice in PBS, permeablized with 0.5% Triton in PBS for 10 min and incubated in 1% normal goat serum and 2 mg/ml BSA in PBS for 1 hr. The sections were incubated at room temperature overnight with primary antibodies, rinsed in PBS with 0.1%Triton (PBST) before incubation with Alexa-conjugated secondary antibodies for 2 hr at room temperature. Slides were rinsed in PBST and mounted with a Prolong Gold AntiFade mounting medium containing nuclear stain DAPI (Molecular Probes/Life Technologies, Grand Island, NY). In all cases, controls with no primary antibody yielded no labeling. Similar procedures were used for immunofluorescence staining of cortical precursors and cerebellar cells, except that they are fixed with 4% PFA/PBS for 20 min and incubated with primary antibody for 2 hr. Primary antibodies were used at the following concentrations: PTBP2 (Boutz et al., 2007), 1:200; MAP2 (Millipore) 1:500: tau-1 (clone PC1C6; Millipore) 1:200; AnkG (NeuroMab) 1:100. Secondary antibodies, Alexa488-anti-mouse IgG and Alexa568-anti-rabbit IgG (Molecular Probes) were used at 1:1000 dilutions.

### RNA isolation, semi-quantitative RT-PCR, and microarray hybridization

Mouse brain RNA was extracted in Trizol after tissue homogenization with a Tissue Tearor (Biospec, Bartlesville, OK), and quantified by absorbance (A260) using a Nanodrop-1000 spectrophotometer (Nanodrop Technologies/Thermo Fisher, San Jose, CA). Each RT reaction contained 0.5–1 μg total RNA in a 10 μl reaction with 0.25 μl Superscript II reverse transcriptase (Invitrogen). 1/10th volume of the RT reaction was subjected to PCR amplification in a 25 μl PCR reaction containing 200,000–500,000 cpm of 32P end-labeled reverse-strand primer; PCR reactions were run on an MJ Research PTC-200 thermocycler for 18–22 cycles with an annealing temperature of 55°C. A half of each PCR reaction was mixed 1:1 with 95% formamide containing 5% 10 mM Tris pH 8.0 with bromophenol blue and xylene cyanol. RT-PCR reactions were loaded onto 8% polyacrylamide, 7.5 M urea gels and electrophoresed. Gels were dried, imaged on a Typhoon Phosphorimager (GE Lifesciences), and bands were quantified using ImageQuant 5.1 software (Molecular Dynamics).

For microarray hybridization, Trizol extracted total RNA from mouse brain was further treated with DnaseI and purified by phenol/chloroform extraction and ethanol precipitation. For transcriptome-wide splicing analysis using Affymetrix MJAY splice junction arrays, ribosomal RNAs were removed from samples using the RiboMinus Transcriptome Isolation Kit (Invitrogen) according to the manufacturer’s instructions. Amplified, biotinylated cDNA samples were produced using the GeneChip Whole Transcript Sense Target Labeling and Control Reagents kit (Affymetrix, Santa Clara, CA) according to the manufacturer’s instructions. RNA from three animals for each genotype (wild type and knockout) was used as biological triplicates. Labeled samples were hybridized overnight to a Mouse GeneSplice Array (Affymetrix PN 540092). Hybridized arrays were processed using the Affymetrix Fluidics Station 450 and scanned with an Affymetrix GeneChip scanner. Data were analyzed as previously described (Srinivasan et al., 2005).

### RNA-seq analysis

RNAseq analysis was carried out on polyA + RNA from two brains each of Nes-KO and wild-type littermates at E18, and dissected mouse cortices from Emx-KO and wild-type littermates at P1. Paired end libraries for 100 nt read length were constructed using the Illumina Tru-seq kit. The Emx-KO libraries were strand specific with the second cDNA strand eliminated with the USER enzyme (Bhatt et al., 2012). Libraries were sequenced on an Illumina HiSeq Genome analyzer in the sequencing core at the Broad Stem Cell Research Center at UCLA. Data were analyzed using the standard TopHat, Cufflinks, Cuffmerge, and Cuffdiff pipeline generating 312M and 327M mapped reads from NesKO and wild-type mice respectively at E18 (Trapnell et al., 2012). At P1, EmxKO and wild-type samples generated 354M and 317M mapped reads respectively. Alternative exon inclusion levels were determined by additional mapping to an exon duo and trio database using Splicetrap (Wu et al., 2011). Gene Ontology Analysis was performed using DAVID (Huang da et al., 2009).

### Dissociated neuronal culture

Mouse primary cortical cultures were prepared from E15-16 embryos and primary hippocampal cultures from E18 embryos as described previously (Boutz et al., 2007). Briefly, brain tissues were dissected, incubated in 0.1% trypsin in Neural Basal medium (Invitrogen), rinsed with Neural Basal containing 5% fetal bovine serum (FBS), and dissociated mechanically. Dissociated cells were plated onto poly-L-lysine (10μg/ml) coated dishes with Neural Basal supplemented with B27 and GlutaMax (Invitrogen). Cultures were fed with 1/3 volume of fresh Neural Basal/B27/GlutaMax every 3 days. All cultures were fixed with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for 20 min at room temperature for immunocytochemistry.

Viability Assays (Figure 4C) were carried out using the Life Technologies Live/Dead Cell Viability Kit. Briefly, live cells stained with Calcein and dead cells stained with Ethidium dimer were distinguished and counted on multiple microscopic fields to determine the percent of surviving cells at the different time points in culture. For the data in Figure 4C, cells from 4 knockout E16-17 embryos derived from two litters, and four wild-type littermate embryos, were plated at 0.5 × 10^6^ cells/ml onto coated coverslips in 24-well plates. One coverslip from each embryo was stained for viability at each time point, yielding four coverslips for each genotype at each time point (DIV1, 4, 7, 14, 18). Four regions of each coverslip were counted and summed to yield total cell numbers, with the wild type counts on DIV1 averaged to provide the starting number for determination of ‘percent survival’ at subsequent time points. At DIV1, the four wild-type wells averaged 417 viable cells (SD = 29) and the four knockout wells averaged 442 viable cells (SD = 30).

Datasets are submitted to GEO with Accession Number GSE51740, downloadable at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51740.

# Supplementary material for: The splicing regulator PTBP2 controls a program of embryonic splicing required for neuronal maturation
**Source:** eLife. 2014 Jan 21;3:e01201. doi: 10.7554/eLife.01201
**Supplement:** Supplementary file 9. — DOI: http://dx.doi.org/10.7554/eLife.01201.015

**Genomic DNA Sequence (PTBP2^loxP^)**

**>F2**

|

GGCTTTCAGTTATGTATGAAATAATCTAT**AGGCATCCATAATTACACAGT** < 50

**GT**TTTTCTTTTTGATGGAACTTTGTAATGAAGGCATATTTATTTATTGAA < 100

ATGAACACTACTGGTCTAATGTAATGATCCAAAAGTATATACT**TCTACTT** < 150

**>F1**

|

**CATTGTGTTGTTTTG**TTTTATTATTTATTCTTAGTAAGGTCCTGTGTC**ga** < 200

**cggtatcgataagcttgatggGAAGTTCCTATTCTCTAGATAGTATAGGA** < 250

**>1stFloxinsertion**

|

**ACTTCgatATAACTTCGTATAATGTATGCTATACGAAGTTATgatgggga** < 300

**tcctgtgtc**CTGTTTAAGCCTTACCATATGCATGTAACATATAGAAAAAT < 350

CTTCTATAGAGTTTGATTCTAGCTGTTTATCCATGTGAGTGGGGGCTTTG < 400

**>R1.1**

**>R1**

| |

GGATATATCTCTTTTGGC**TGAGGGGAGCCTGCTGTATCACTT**AACTTGTA < 450

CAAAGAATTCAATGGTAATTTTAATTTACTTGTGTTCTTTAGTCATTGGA < 500

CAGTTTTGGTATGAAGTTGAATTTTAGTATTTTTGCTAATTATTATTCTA < 550

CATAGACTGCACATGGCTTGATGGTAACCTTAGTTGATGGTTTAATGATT < 600

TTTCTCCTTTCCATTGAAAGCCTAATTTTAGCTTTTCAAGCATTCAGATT < 650

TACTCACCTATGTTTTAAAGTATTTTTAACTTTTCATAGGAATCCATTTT < 700

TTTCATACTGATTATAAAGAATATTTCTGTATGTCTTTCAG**CCAACGGTA** < 750

**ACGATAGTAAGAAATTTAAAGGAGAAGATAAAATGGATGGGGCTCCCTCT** < 800

**>Exon4**

|

**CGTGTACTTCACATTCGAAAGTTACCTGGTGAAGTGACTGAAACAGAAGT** < 850

**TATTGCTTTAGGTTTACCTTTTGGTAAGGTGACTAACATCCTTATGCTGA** < 900

**AAGGAAAAAACCAG**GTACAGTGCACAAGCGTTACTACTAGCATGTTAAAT < 950

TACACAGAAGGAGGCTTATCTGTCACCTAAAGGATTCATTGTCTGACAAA < 1000

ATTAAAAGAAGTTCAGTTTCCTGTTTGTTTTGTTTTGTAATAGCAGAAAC < 1050

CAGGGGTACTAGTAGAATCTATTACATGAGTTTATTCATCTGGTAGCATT < 1100

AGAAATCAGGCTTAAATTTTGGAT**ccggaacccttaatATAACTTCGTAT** < 1150

**>2ndfloxinsertion**

|

**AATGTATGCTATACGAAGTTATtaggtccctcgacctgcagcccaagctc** < 1200

**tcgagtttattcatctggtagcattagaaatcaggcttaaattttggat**G < 1250

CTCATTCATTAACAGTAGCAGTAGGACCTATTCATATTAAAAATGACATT < 1300

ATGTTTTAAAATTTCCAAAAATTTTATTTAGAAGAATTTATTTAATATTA < 1350

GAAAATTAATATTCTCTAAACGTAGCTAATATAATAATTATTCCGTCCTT < 1400

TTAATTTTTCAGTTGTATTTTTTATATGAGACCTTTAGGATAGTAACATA < 1450

**>R2**

|

AAATT**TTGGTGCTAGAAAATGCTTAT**TTTCTCTAGTTTTTTTAAAAAACA < 1500

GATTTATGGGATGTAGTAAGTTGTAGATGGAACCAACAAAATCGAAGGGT < 1550

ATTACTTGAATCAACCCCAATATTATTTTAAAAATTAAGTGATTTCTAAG < 1600

**>R3**

|

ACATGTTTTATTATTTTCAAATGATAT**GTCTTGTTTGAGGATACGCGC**AT < 1650

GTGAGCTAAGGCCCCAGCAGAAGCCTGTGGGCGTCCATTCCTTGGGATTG < 1700

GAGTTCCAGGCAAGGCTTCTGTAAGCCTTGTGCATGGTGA < 1740

Features :

F2 : [30 : 52]

R1 : [419 : 438]

R1.1 : [423 : 442]

R2 : [1456 : 1476]

R3 : [1628 : 1648]

Exon4 : [742 : 914]

1stFloxinsertion : [199 : 309]

2ndfloxinsertion : [1125 : 1249]

F1 : [144 : 165]

How the deposited data were processed for this re-analysis (not part of the article)

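RNAseq was carried out on polyA+ RNA of whole brain from Ptbp2-NesKO and wild-type embryos at E18 and of cortex from Ptbp2-EmxKO and wild-type animals at P1. Each of the 4 groups has 1 library, made from 2 brains at E18 and from 1 animal at P1, so the spread between animals is not known. The paper states a read length of 100 nt, paired ends, and 312M, 327M, 354M and 317M mapped reads for the NesKO, the E18 wild type, the EmxKO and the P1 wild type. It states that the EmxKO libraries were strand specific, and the labels of the libraries say the same of both P1 libraries.

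The authors mapped the reads to a database of exon duos and trios with SpliceTrap and deposited 1 table per library. For each exon trio the deposited inclusion ratio is a fraction between 0 and 1, the share of transcripts that include the middle exon, which SpliceTrap estimated before and after its own correction. The deposited junction reads are counts, whole reads that the authors' mapping placed on each of the 3 junctions of a trio, without normalization. A junction that belongs to several trios is listed in each of them. The deposited tables also hold the read coverage that SpliceTrap computed for each exon and a call of the splicing class that is missing for some trios; the coverage values were not used here, and the calls were used only in an alternative. The tables do not name their genome build, and mm9 is the build of the browser tracks in Fig. 7. The start and end of each exon were run together and shortened in the deposited tables, and both were recovered from the start and the exon length.

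The ratio after correction, in percent, was taken as the PSI. Middle exons labelled as cassette exons in the database were analysed, with the trio that had the most junction reads over the 4 libraries standing for each exon, and with at least 20 junction reads required in both libraries of a stage. An exon was called changed at a difference of 10 PSI points. PSI was also computed from junction reads, as the mean of the 2 inclusion junctions over its sum with the skipping junction. For this measure, Wilson intervals at the 95% level were computed, and the reads of 2 libraries were compared by a two-sided Fisher's exact test with the rounded mean of the inclusion reads. Adjustment was by Benjamini-Hochberg over the cassette exons of a stage. The difference between the stages was tested as the difference of the log odds ratios squared over its variance, a Wald chi-square test with 0.5 added to each count. All these tests compare libraries, and not conditions. The intervals and the smallest shares, which are 3 reads of the total, cover counting error only. For *Dnm1*, whose exons 9a and 9b are mutually exclusive, the mean reads on the junctions of each exon were compared instead of inclusion and skipping.

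Sampling noise was estimated by drawing the reads of both libraries from 1 shared inclusion level per exon, 1000 times. Lists of exons were compared with 10000 random lists of the same size, drawn from all tested exons of the same class of wild-type PSI (10 classes) and junction reads (5 classes). The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures. Simulated data with known answers were used to test the calculations, and this was done after the first results on the real data had been seen. Reads were drawn for 6474 exons, with 200 exons raised by 40 points in the NesKO only. Of these, 186 (93.0%) were called by Fisher's exact test and the 10-point cutoff, with 2 false calls at E18 and 0 at P1. The test of the difference between stages found 148 of the 200, with 2 false calls. The random lists were first drawn only from exons outside the list under study. With that scheme, 888 of 1000 sets of exons marked at random fell inside the central 95% of the lists, so the lists were too narrow, and drawing them from all exons gave 951 of 1000. The change was made after results from the first scheme had been seen. It moved the share of short exons among the increased ones from outside to inside the limit of 2.5% on that side, and both outcomes are given in the closing section. The random lists for exon lengths and for shared sequence replaced a fixed margin and a test across exons, also after their values had been seen.

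Genes were named by the lengths of exons and introns, matched on the same chromosome and strand to GENCODE mouse release 21 on GRCm38. No coordinates were converted. Of 228333 trios, 207366 took their name from the exon and both introns, 6837 from 2 introns and 9395 from an exon shared with a named trio, and the others have no name. The lengths of the exon and both introns were found for 209930 trios, and for 3 when the next chromosome was searched instead. Exon numbers and coding status are from the matched transcripts. The exons named in the text are those of the genes the paper names for splicing, of which some are left out of the text: the exon that the paper identifies, or else the cassette exon of the gene with the largest change at E18, which favors large differences. For *Braf* both cassette exons are given. For *Src* and *Cacna1c* the cassette exon with the largest change at E18 was used, although the paper names an exon of each. Added to these are the 5 largest increases and the 5 largest decreases at E18 that were shared at P1. For *Arhgef12*, which has no exon labelled as a cassette exon, the exon was chosen from all its trios.

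The alternatives changed 1 choice at a time: the minimum on junction reads, the measure of PSI, the class of exons, the choice of trio, Fisher's exact test in addition to the cutoff, and the cutoff itself. Added after the data were seen were the authors' splicing call in both libraries and the ratio before correction. The microarray, the expression analysis by CuffDiff, the gene ontology analysis, the CLIP clusters and the RT-PCR were not analysed here.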

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

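The tests in this part were chosen only after the result was seen, except for the reduction to equal numbers of reads, and *Dlg4* was added to that test after its difference between the stages was seen.

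The P1 wild-type library holds reads that skip exon 4 of *Ptbp2*, a signal the paper does not report on. Skipping made up 31.5% of the reads (604 skipping reads; 95% Wilson interval, 29.5 to 33.7%), well above the 0.225% of the E18 wild-type library. Several technical explanations were tested. If the P1 libraries had been exchanged, the library labelled EmxKO would skip the exon less, but it skipped it in 82.6% of its reads. If reads had been misaligned at this junction, the E18 wild type would show a similar share, and its share was 0.225%. Mixing of EmxKO reads into the wild-type library would have to supply 88.8% of the EmxKO number of skipping reads, and would add at least that proportion at every other junction. In a junction of *Sympk* the wild-type library had 1 read against 1189 in the EmxKO, or 0.0841%, so mixing to that extent is ruled out. The share in the wild-type library was 38.2% of that in the EmxKO. A deletion of exon 4 on 1 allele, or in part of the cells of the control cortex, could give such an intermediate share, and so could skipping of an intact exon 4 in P1 cortex, for which the only measurement is the same 31.5%. Exons that rise in the EmxKO could bear on deletion in part of the cells, but named ones differed. *Sympk*, at a PSI of 71.0 in the EmxKO, was at 0.2 in the P1 wild type and 0.9 in the E18 wild type. *Actr2*, at 61.9 in the EmxKO, was at 10.6 and 3.1. Stage and tissue also differ between the wild-type libraries. No test run here separates these explanations, and the control is described as wild type. If the share of skipping is real in either way, the P1 comparison may understate changes relative to a control with full exon 4 inclusion.

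In 6 named exons besides the targeted exon 4 of *Ptbp2* the change in the knockout differed between E18 brain and P1 cortex by a Wald chi-square test of that difference on the reads. Exon 4 itself fell by 99.8 points at E18 and by 51.6 at P1 (unadjusted chi-square p = 4.585e-09). For *Dnm1* exon 9a the rise was 61.7 points at E18 and 45.6 at P1 (chi-square p = 2.586e-19). The 15 nt exon of *Actr2* rose by 65.4 and 51.3 points (adjusted chi-square p = 5.548e-12), the 180 nt exon of *Kif21b* by 24.0 and 13.3 points (adjusted p = 5.473e-04), and the 138 nt exon of *Dbn1* by 20.4 and 11.1 points (adjusted p = 0.00744). Exon 18 of *Dlg4* rose by 6.7 and 2.6 points (chi-square p = 3.564e-05). Only the 138 nt exon of *Mical3* rose more at P1, by 33.2 points against 7.2 (adjusted p = 6.965e-05), and the paper discusses this exon and *Dnm1*. The values of *Dnm1* and *Dlg4* are not adjusted, since these exons are outside the cassette exons over which the adjustment was made. Unequal numbers of reads were tested as a cause by reducing every library to the smallest number of reads of that exon, in 100 draws, and the difference kept a median p below 0.05 in 6 of the 6 exons. This outcome says little, since the chi-square test already weighs the reads and these exons were chosen for their small p. *Actr2* entered as one of the 5 largest shared increases at E18, and *Kif21b* as the larger E18 change of 2 exons. Such a choice favors a smaller change at P1. A weaker contrast at P1 in the share of *Ptbp2* transcripts with exon 4 may also lie behind the smaller changes there. Mean inclusion reads of exon 4 were 0 in the NesKO against 443 in its wild type, and 143 in the EmxKO against 1311. Over all cassette exons with a detected difference, 57.4% changed less at P1 (47.4 to 67.0%), an interval that includes 50%, and 58 of the 94 exons changed in opposite directions at the 2 stages. In only 5 of the 58 were both changes at least 10 points, so many of the opposite signs may come from values near 0, and choosing exons for a difference between stages favors opposite signs. A weaker contrast alone would not give the larger rise of *Mical3* at P1, and how many of the other differences it accounts for is left open. Stage, tissue, Cre line and library protocol changed together, with 1 library each, so a biological difference in PTBP2 dependence cannot be told apart from the weaker contrast or from the protocol.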

How the results depend on the processing

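The alternatives were set before the data were examined, except for 2 that were chosen after seeing the data: requiring the authors' splicing call in both libraries, and the inclusion ratio before the SpliceTrap correction. No paired analysis was possible because each group has 1 library.

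The counts of changed cassette exons, 737 at E18 and 654 at P1, stayed within 1.5 times of these values under 7 of the 12 alternatives each. These were the minimum of 10 or 50 junction reads, PSI from junction reads, every trio counted, the trio with the most skipping reads, and the 2 alternatives chosen after seeing the data. With no minimum on junction reads the counts were 1358 at E18 and 1201 at P1. Including the exons labelled constitutive gave 2282 and 1470. Fisher's exact test in addition to the cutoff left 187 and 250, a cutoff of 20 points 192 and 136, and a cutoff of 5 points 1693 and 1601. The larger of the counts thus passed from E18 to P1 when Fisher's exact test was added; the cause was not tested. Depth limits these counts: at E18, a simulation of junction reads gave 425 exons from sampling alone. It treats the mean of 2 inclusion junctions as a single count and leaves out reads inside the exons, so it may be too high for the deposited PSI.

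More exons increased than decreased at both stages under every alternative run. The share was 63.9% at E18, and it left its 95% interval under 4 of the 12: 58.5% with no minimum on junction reads, 59.3% over all exon trios, 75.4% with Fisher's exact test added, and 70.3% at 20 points. At P1 the share was 72.5%, and it was 64.3% with no minimum, 63.3% over all trios, 80.8% with Fisher's exact test and 76.0% with a minimum of 50 junction reads.

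The share of exons changed at E18 that changed in the same direction at P1 was 28.0%. It was 14.2% over all trios, 45.7% with Fisher's exact test added and 34.8% at 5 points, and stayed inside its interval under the other 9. The count of exons changed at P1 and by less than the cutoff at E18, 338 in the main setting, was 677 with no minimum on junction reads and also at 5 points, 794 over all trios, 123 with Fisher's exact test and 62 at 20 points. The 528 other splicing events changed at E18 became 298 with a minimum of 50 junction reads, 1274 with none, 92 at 20 points and 1401 at 5 points. The cause of these shifts was not tested.

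For the named exons, PSI from junction reads left 81 of 88 changes on the same side of 10 points, and none of at least 10 points was reversed. Choosing the trio with the most skipping reads tests little, since another trio was chosen in only 5 of 88 comparisons and for 48 of the 9319 cassette exons. All 5 stayed on the same side of 10 points, but the size changed: *Tex264* went from -33.0 to -15.1 at E18 and from -29.5 to -19.7 at P1, and *Sorbs2* from 40.1 to 27.4 at E18 and from 10.9 to 10.7 at P1. By junction reads, 6 changes dropped below 10 points: 2.35 for *Zfp277*, 9.7 for *Erc1*, 7.0 for *Sorbs2*, 9.54 for *Numb* and -9.75 for *Odf2l* at P1, and 7.9 for *Atp2b1* at E18. In *Ap2b1* the change rose to 11.3 at E18.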

Differences from the paper's values

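For the 75 nt exon of *Camk2b* at E18 the paper's RT-PCR shows about 99% inclusion in the NesKO and about 20% in the wild type in Fig. 5B, read by eye. The deposited PSI is 0 in both libraries. Of the alternatives set before the data were examined, PSI from junction reads gave 100% in both. The trio has no skipping read in any library, so this value is 100% at any inclusion level, and its nearness to the paper's NesKO value is no match. The trio with the most skipping reads is the same trio, so it gave 0 in both again.

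For *Pitpnb* exon 11 at E18 the paper's RT-PCR shows about 35% in the NesKO and about 9.4% in the wild type in Fig. 6B, read by eye. The deposited PSI is 59.8 in the NesKO and 30.5 in the wild type. With PSI from junction reads the NesKO was at 49.0, within 1.5 times of the paper's value, and the wild type at 24.2, which is not. The trio with the most skipping reads is the same trio, with 59.8 and 30.5. The paper states less than 10% for this exon in wild-type brain at all points of development, while the P1 wild-type library had a PSI of 21.3.

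The paper's number of changed cassette exons at E18, 597, lies between 737 at the minimum of 20 junction reads and 500 at a minimum of 50. Its number of increased exons, 379, lies between 471 and 335 at the same settings. Neither value was reached exactly under any alternative run.

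The paper describes the boxed exon of *Zfp277* as excluded at E18 in the presence and absence of PTBP2 and as induced in P1 cortex. The deposited PSI of this exon is 55.9 and 52.0 in the E18 libraries and 59.9 and 49.2 at P1. By junction reads it is 3.2 and 3.83 at E18, which is near the paper's description for E18, and 6.55 and 4.2 at P1, where the description is a strong induction.

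The paper names *Bin1*, *Dst*, *Arhgef7* and *Gphn* among the genes with altered splicing in the knockout brain. The cassette exon with the largest change at E18 changed by -2.4 points in *Bin1*, 2.3 in *Dst*, -0.4 in *Arhgef7* and 2.0 in *Gphn*. At P1 the same exons changed by -1.0, -0.2, 5.1 and -2.4 points, and the reads of *Arhgef7* differed there (adjusted p = 2.4e-04, Fisher's exact test). By PSI from junction reads none of the 4 exons passed 10 points either. These are the exons chosen by the rule for named genes, and the exon behind the paper's statement was not identified for them.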

Other observations

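Of the tests in this part, those on exon length in the increased exons and on sampling noise in the wild-type difference were planned before their result was seen, and all others were chosen only after the result was seen. The way the random lists are drawn was also changed after first results were seen, because simulated data showed the first lists to be too narrow (888 of 1000 sets inside the central 95%, against 951 with the lists used here).

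The deposited PSI and the PSI from junction reads were close for most cassette exons, with a Pearson correlation across exons of 0.957 to 0.962 in the 4 libraries, where exons are not independent replicates. In the E18 wild-type library they differed by more than 20 points in 209 of 7010 exons, of which 50 are listed at 0 without any skipping read. Of the other 159, the deposited PSI was the higher value in 31 and the lower one in the rest. Among the exons tested at E18 and not listed at 0, 154 had such a gap. Their median length was 149.5 nt, against 102 nt for the other 6594 exons tested, which include the exons listed at 0. None of 10000 random lists matched on junction reads had a median as high. A fixed margin of 1.5 times was set for this test at first; it was not reached and was replaced by the lists after the values were seen. Shared sequence was also tested, in the exons long enough for it: 10.6% of those with a gap shared a 50-mer with another gene's transcripts, against a median of 4.26% in matched lists (179 of 10000 lists as high). Reads from shared sequence would raise the deposited PSI, which was the higher value in only 31 of the 159, so for most of the gaps the 10.6% is no explanation. Reads of the opposite strand, possible in the E18 libraries, would also raise the deposited PSI where they fall on the middle exon. Because the ratio draws on the neighboring exons too, such reads there could lower it, and this was not tested. Gaps of either direction, with the exons listed at 0 counted in, were 1.26 times as frequent at E18 as at P1. This is short of the 1.5 times set for this cause. Without the exons listed at 0, such gaps numbered 164 in the NesKO and 159 in the E18 wild type. The numbers at P1 were 123 in the EmxKO and 117 in the wild type. Gaps with the higher deposited PSI were 1.98 times as frequent at E18. Reads of the opposite strand are thus a candidate explanation for this minority of gaps, although tissue, stage and depth differ between the libraries as well. For the gaps as a whole, a candidate explanation that remains is that in long exons most of the reads behind the ratio lie inside the exon and not on its junctions.

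The *Zfp277* exon is among the minority in which the deposited PSI is the higher value, with a deposited PSI of 52.0 and a junction-read PSI of 3.83 in the E18 wild type. Of its 50-mers, 30.1% are found in transcripts of 36 other genes. Reads from those genes may add to the ratio of this exon, but most of its sequence is not shared, so the test leaves this open.

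Among 120748 exons labelled constitutive and tested at E18, 1690 changed by at least 10 PSI points, and 1289 of these changed by the deposited ratio and not by junction reads. In 607 of the 1289 (47.1%) neither E18 library had a skipping read, so that ratio changes without any skipping read account for less than 50% of them.

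It was asked whether exons that change in the knockout move the same way in the wild type between E18 and P1. Of the 138 exons increased in the NesKO by the cutoff and Fisher's exact test, 55.1% rose from the E18 to the P1 wild type, against a median of 45.7% in matched lists (143 of 10000 as high). Of 46 decreased exons, 73.9% fell (median 52.2%; 15 of 10000 as high). Of 197 exons increased in the EmxKO, 33.5% rose, below the median of 40.6% (9882 of 10000 as high), and of 47 decreased ones 27.7% fell, against 57.4%. A wild-type library enters both differences of each comparison, and its sampling noise pushes the shares of the 2 stages apart in this way, so noise is a candidate explanation that the 33.5% does not exclude. Age or tissue could also raise the 55.1%, and the libraries do not separate these. The share of *Ptbp2* transcripts with exon 4 was lower in the P1 than in the E18 wild type, but the reads with exon 4 were not fewer. Mean inclusion reads numbered 1311 and 443, among 85073560 and 51267564 reads on distinct junctions. A lower level of intact *Ptbp2* transcripts in the P1 wild type is thus not shown as a cause. The hypothesis of a shared developmental direction is thus neither shown nor ruled out; 4 comparisons were made in this family.

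The hypothesis that exons increased in the NesKO are unusually short depends on how the random lists are drawn. Of 141 exons increased by the cutoff and Fisher's exact test, 11.3% were at most 27 nt long, against 4.96% of all exons tested. With the lists first used, drawn from exons outside the 141, 113 of 10000 had a share as high, which is under the 2.5% allowed on that side. With lists drawn from all exons the median was 7.09%, and 370 of 10000 were as high, which is over it. Selection of exons by their PSI and reads may thus account for the 11.3%, and the hypothesis is left unsettled. The share with a length that is a multiple of 3 was 66.7%, against 60.3% in the lists (550 of 10000 as high; 367 with the lists first used), so selection may account for this too. Decreased exons did not stand apart in either property; 4 comparisons were made in this family.

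Exons of other genes that the paper names had the following PSI values in the libraries. In *Braf*, a 120 nt exon (chromosome 6, 39596724 to 39596843 in mm9) was at 55.4 in the NesKO and 15.1 in the wild type at E18, with an EmxKO value of 47.4, or 24.4 points above the wild type, at P1, and a 36 nt exon at 46.0 in the NesKO, 16.2 in the E18 wild type, 23.5 in the EmxKO and 17.4 in the P1 wild type; neither is numbered exon 9 in the annotation used here, and the second had fewer than 20 junction reads in the E18 wild type. *Pitpnb* exon 11 was at 59.8, 30.5, 50.1 and 21.3 in the same order. An 801 nt exon of *Ncam1* was at 76.2 and 55.2 at E18 and 73.5 and 53.3 at P1. *Cadm3* decreased, from 66.4 to 32.2 at E18 and from 47.2 to 32.1 at P1. *Arhgef12* was at 27.5 against 10.9 and 28.8 against 12.2, and *Ap2b1* at 96.4 against 87.9 and 94.5 against 88.2. *Erbb4* was at 50.7 against 22.6 at E18 (adjusted p = 0.21, Fisher's exact test) and 30.5 against 36.9 at P1. The difference between the stages in *Erbb4* had an adjusted p of 0.28 (Wald chi-square). The 12 nt exon of *Dnm2* went from 70.3 in the wild type to 56.0 in the NesKO (adjusted p = 0.20, Fisher's exact test). In *Src* and *Cacna1c* the cassette exons with the largest change at E18 were 18 and 75 nt long. They changed by 3.8 and -3.5 points, under the cutoff. Whether these are the N1 exon of *Src* and exon 8A of *Cacna1c* that the paper names was not determined. *Stxbp5l* rose by 30.3 points on 22 and 46 junction reads (adjusted p = 0.63, Fisher's exact test), a difference not detectable at this depth.

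The largest shared increases after *Sympk* were in *Actr2*, with 68.5 against 3.1 at E18 and 61.9 against 10.6 at P1, *Ikzf4*, with 75.1 against 9.7 and 69.1 against 12.2, and *Ccdc91*, with 66.2 against 2.8 and 60.0 against 5.7. In *Ccdc91*, no read in any library joined the exon to the downstream exon of its trio. Its junction reads for inclusion thus all lie on the upstream junction, and splicing to the downstream exon is not shown. The largest shared decrease was in *Lemd1*, from 63.2 to 20.2 at E18 and from 57.1 to 46.5 at P1, where the P1 reads did not differ (adjusted p = 0.74, Fisher's exact test). *Odf2l* fell from 98.5 to 66.7 at E18 on 37 and 25 junction reads, which did not differ (adjusted p = 0.33, Fisher's exact test).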
